# Cardiomyocyte precursors generated by direct reprogramming and molecular beacon selection attenuate ventricular remodeling after experimental myocardial infarction

**DOI:** 10.1186/s13287-023-03519-w

**Published:** 2023-10-15

**Authors:** Dipthi Bachamanda Somesh, Kristin Klose, Janita A. Maring, Désirée Kunkel, Karsten Jürchott, Stephanie I. Protze, Oliver Klein, Grit Nebrich, Matthias Becker, Ulrike Krüger, Timo Z. Nazari-Shafti, Volkmar Falk, Andreas Kurtz, Manfred Gossen, Christof Stamm

**Keywords:** Cell therapy, Direct reprogramming, Fibroblast, Induced cardiomyocyte precursor, Molecular beacon, Myocardial infarction, Transdifferentiation

## Abstract

**Background:**

Direct cardiac reprogramming is currently being investigated for the generation of cells with a true cardiomyocyte (CM) phenotype. Based on the original approach of cardiac transcription factor-induced reprogramming of fibroblasts into CM-like cells, various modifications of that strategy have been developed. However, they uniformly suffer from poor reprogramming efficacy and a lack of translational tools for target cell expansion and purification. Therefore, our group has developed a unique approach to generate proliferative cells with a pre-CM phenotype that can be expanded in vitro to yield substantial cell doses.

**Methods:**

Cardiac fibroblasts were reprogrammed toward CM fate using lentiviral transduction of cardiac transcriptions factors (GATA4, MEF2C, TBX5, and MYOCD). The resulting cellular phenotype was analyzed by RNA sequencing and immunocytology. Live target cells were purified based on intracellular CM marker expression using molecular beacon technology and fluorescence-activated cell sorting. CM commitment was assessed using 5-azacytidine-based differentiation assays and the therapeutic effect was evaluated in a mouse model of acute myocardial infarction using echocardiography and histology. The cellular secretome was analyzed using mass spectrometry.

**Results:**

We found that proliferative CM precursor-like cells were part of the phenotype spectrum arising during direct reprogramming of fibroblasts toward CMs. These induced CM precursors (iCMPs) expressed CPC- and CM-specific proteins and were selectable via hairpin-shaped oligonucleotide hybridization probes targeting Myh6/7-mRNA–expressing cells. After purification, iCMPs were capable of extensive expansion, with preserved phenotype when under ascorbic acid supplementation, and gave rise to CM-like cells with organized sarcomeres in differentiation assays. When transplanted into infarcted mouse hearts, iCMPs prevented CM loss, attenuated fibrotic scarring, and preserved ventricular function, which can in part be attributed to their substantial secretion of factors with documented beneficial effect on cardiac repair.

**Conclusions:**

Fibroblast reprogramming combined with molecular beacon-based cell selection yields an iCMP-like cell population with cardioprotective potential. Further studies are needed to elucidate mechanism-of-action and translational potential.

**Graphical Abstract:**

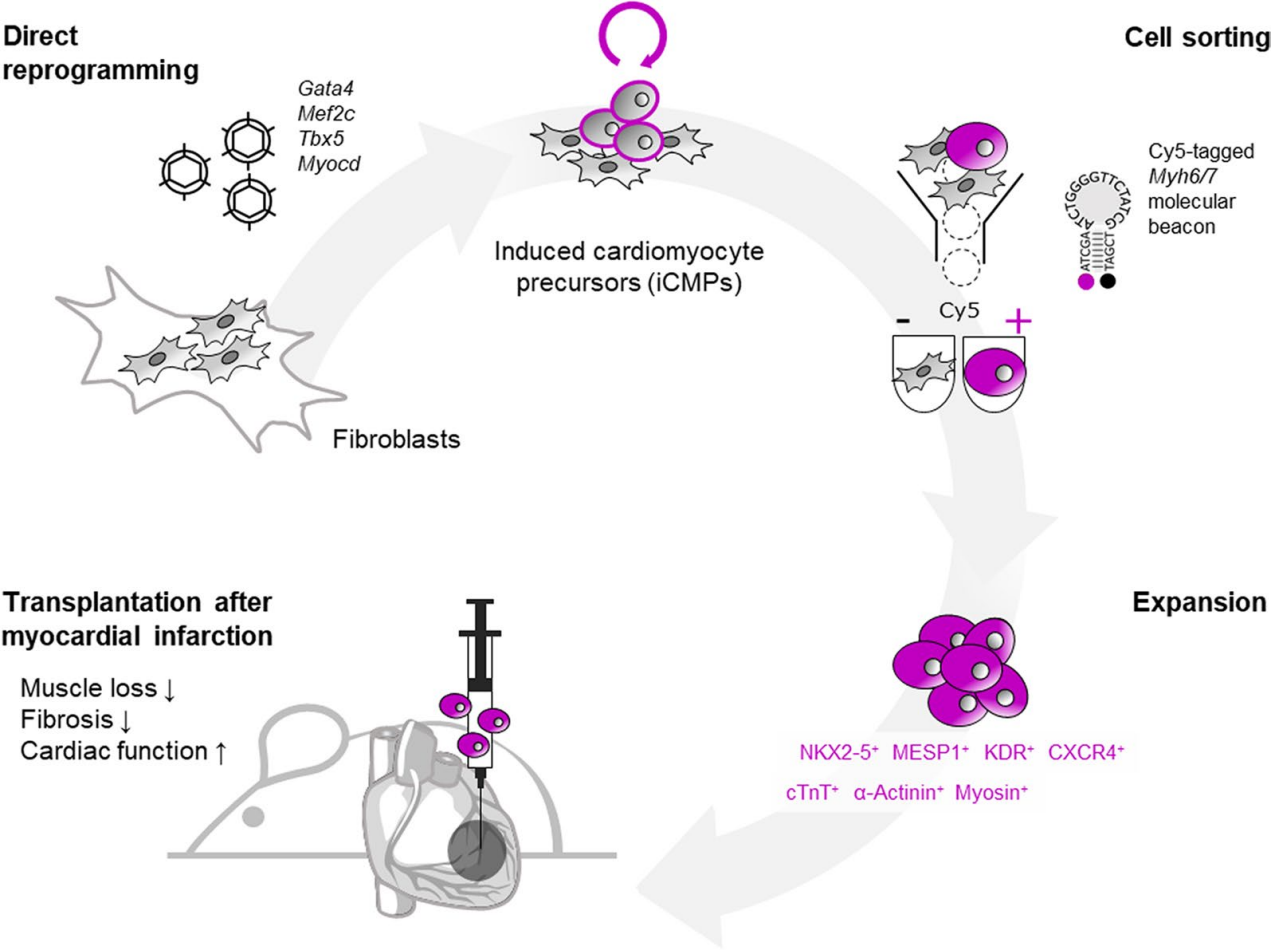

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13287-023-03519-w.

## Background

Over the past two decades, numerous cardiac cell therapy approaches have been investigated for restoration of impaired left ventricular function (reviewed in [1]). In clinical trials, however, improvements in heart function after injection of somatic progenitor cells have not been clinically meaningful, if detectable at all (reviewed in [2–5], own experience [6–10]). There is now consensus that, apart from limited cell retention and survival, the cardiomyocyte (CM) (trans) differentiation inability of transplanted cells has been the main reason for unmet expectations (reviewed in [4, 11, 12]).

Therefore, research efforts have been redirected to cellular reprogramming technologies that enable the de novo generation of contractile cells. One such approach is the direct reprogramming of nonmyocytes into induced CM (iCM), either through the delivery of unique combinations of cardiomyogenesis-related transcription factors and microRNAs (direct conversion), or through transient exposure to pluripotency transcription factors followed by signaling-directed differentiation (primed conversion) (reviewed in [13]). In the work by Ieda et al. and Jayawardena et al., direct iCM conversion was accomplished with GATA4, MEF2C, and TBX5 [14], or with microRNAs 1, 133, 208, and 499 [15], respectively. Efe et al. demonstrated primed iCM conversion by transient exposure to OCT4, SOX2, KLF4, and MYC, followed by JAK‐STAT signaling inhibition and BMP4 treatment [16]. Based on these original approaches for direct reprogramming of fibroblasts into CM-like cells, various modifications of that strategy have been developed. However, they uniformly suffer from low reprogramming efficacy and a lack of translational tools for target cell expansion and purification, which poses a major challenge for the preparation of sufficient CM numbers required for cardiac cell therapy [13].

Therefore, reprogramming into proliferative cardiac progenitor cells (CPC) may have advantages over reprogramming into quiescent CMs, because limiting lineage conversion efficiencies may be compensated for by in vitro expansion [13]. Proliferative progenitor cells may also provide additional benefits in the setting of cardiac cell therapy after ischemic injury: (1) in vivo proliferation to compensate cell loss during delivery, (2) resilience to hostile ischemic environment (e.g., to hypoxia via anaerobic glycolysis (reviewed in [17])), (3) immunomodulation [18], (4) secretory activity to establish a favorable microenvironment [19], (5) migration into areas far from the injection site, and (6) CM differentiation at final destination.

Reprogramming of fibroblasts into expandable induced CPCs (iCPCs) with tripotent differentiation potential for CMs, endothelial cells, and smooth muscle cells has previously been reported by Lalit et al. and Zhang et al. [20, 21]. Such iCPC populations are usually heterogeneous pools of uni-, bi-, and tripotent cells of varying maturity. iCPC pool composition depends on the starting cell batch and is difficult to control, which leads to highly variable CM differentiation efficiencies as well as unpredictable and/or low CM yields. For therapeutic use, however, the target cell product should be well-defined and homogenous.

Given the lack of CM-precursor–specific surface markers, live cell purification relies on intracellular markers. Transgenic reporter systems are available but require additional, clinically unfavorable, genetic modifications. Alternatively, intracellular marker expression can be monitored using molecular beacons, transfectable, labeled hairpin oligonucleotides that hybridize with complementary mRNA and emit fluorescence after excitation, allowing of target cell purification in a clinically translatable fashion.

Here, we demonstrate a unique approach to generate proliferative cells with a pre-CM phenotype that can be expanded in vitro to yield substantial cell doses. Following transcription factor-induced reprogramming of cardiac fibroblasts using GATA4, MEF2C, TBX5, and MYOCD (GMTMy), we use molecular beacon technology to enrich the target cell population of induced CM precursors (iCMPs) based on *Myh6/7*-expression. iCMPs exhibit gene expression signatures of developing CMs and are capable differentiation into rod-shaped, sarcomere-forming CM-like cells. In a mouse model of acute myocardial infarction, intramyoardial iCMP transplantation exerts therapeutic effects, making iCMPs a promising off-the-shelf candidate for cardiac regenerative cell therapy.

## Methods

### Fibroblast culture

Primary neonatal C57BL/6 J mouse cardiac fibroblasts were purchased from PELOBIOTECH (cat. no. PB-C57-6049). For expansion, fibroblasts (5000/cm^2^) were plated into gelatin-coated (0.2 mg/ml, Sigma-Aldrich) vessels (CELLSTAR, Greiner Bio-One) and cultured in high glucose Dulbecco's modified eagle medium supplemented with heat-inactivated fetal bovine serum (10%) and penicillin/streptomycin (1%; 100 U/ml, 100 μg/ml) (standard medium, all Gibco) at 37 °C and 5% CO2 in a humified incubator. All experiments were performed with passage 2–5 cells.

### Cardiac cell isolation and culture

Single-cell suspensions of primary neonatal cardiac cells (CMs, endothelial cells, smooth muscle cells, etc.) were isolated from healthy neonatal (age, 2–4 days) C57BL/6 J wildtype and homozygous *Myh6*-*mCherry*–transgenic mice (strain, [B6;D2-Tg(Myh6*-mCherry)2Mik/J], The Jackson Laboratory, stock no. 021577, [22]) as described previously with minor modifications [23]. Collagenase B (Roche) was used for tissue digestion. CMs were not purified. Erythrocytes were removed using the 10X red blood cell lysis solution from Miltenyi Biotec. Before molecular beacon transfection, cardiac cells were plated (100,000/cm^2^) into fibronectin-coated (0.005 mg/ml, Sigma-Aldrich) vessels and cultured for 24 h.

### Cell lines

HEK293TN (System Biosciences, cat. no. LV900A-1) and HT1080 (ATCC, cat. no. CCL-121) cells were cultured in standard medium and used for lentivirus production or titration.

### Lentiviral plasmid cloning, lentivirus production, and lentiviral transduction efficiency

Human-immunodeficiency-virus-based lentiviral gene transfer plasmids encoding the murine cardiac transcription factors *Gata4*, *Mef2c*, *Tbx5*, or *Myocd* in combination with an enhanced green fluorescent protein (*eGFP*) transduction reporter and the *neo* resistance gene were cloned as described previously [24]. Control plasmids encoded only *eGFP*.

2nd-generation lentiviruses were produced in HEK293TN cells, concentrated, and biologically titrated in HT1080 cells as described previously [25]. Titers ranged from 67 to 330 million transducing units per ml. Infection of adherent cardiac fibroblasts with individual lentiviruses at a multiplicity of infection of 5 resulted in 89 ± 3% eGFP-positive cells (mean ± SD; Additional file 1: Fig. S1).

### Direct fibroblast reprogramming/transdifferentiation

Cardiac fibroblasts were plated (5000/cm^2^) in standard medium into gelatin-coated vessels. The next day, fibroblasts were infected with the GMTMy-lentivirus-cocktail at a multiplicity of infection of 5. After 24 h, standard medium was replaced with cardiac reprogramming medium, composed of low glucose Dulbecco's modified eagle medium and M199 (3:1) and supplemented with heat-inactivated foetal bovine serum (10%) and penicillin/streptomycin (1%). Control cells were infected with eGFP-lentiviruses at a multiplicity of infection of 20. On day 3 after lentivirus infection, cells were sub-cultured (5,000/cm^2^). From day 4 onwards, cells were subjected to geneticin (1 mg/ml; Fisher Scientific) selection. Thereafter, medium was changed every other day until day 14 (see reprogramming timeline in Fig. 1a).

### Immunocytology of adherent cells and fluorescence microscopy

At indicated points in time, cells were fixed in paraformaldehyde (paraformaldehyde, 4%, Carl Roth) and incubated in permeabilization and blocking buffer (0.25% Triton X 100 and 10% secondary antibody-matched serum in Dulbecco's phosphate-buffered saline (DPBS)). Thereafter, cells were incubated with primary antibodies overnight at 4 °C and with secondary antibodies for 2 h at room temperature in the dark (Additional file 1: Table S1). Cells were stained with DAPI (Invitrogen) before images were acquired using the Axio Observer Z1 fluorescence microscope equipped with AxioVision software (version 4.9.1.0) (both Carl Zeiss). Image-based quantification of CPC marker expression was performed in ImageJ (version 1.53a, NIH) using 20X images and the Cell Counter plugin.

### Immunocytology of harvested cells and flow cytometry

At indicated points in time, cells were harvested, fixed in paraformaldehyde (4%), and incubated in permeabilization and blocking buffer. Thereafter, cells were incubated with primary antibodies for 1 h at room temperature and with secondary antibodies for 30 min at room temperature in the dark (Additional file 1: Table S1). Cells were resuspended in cell sorting buffer before analysis on a MACSQuant flow cytometer equipped with MACSQuantify software (both Miltenyi Biotech). Data were analyzed with FlowJo software (versions 7.6.5 or 10; BD Biosciences). A representative gating strategy is provided in Additional file 1: Fig. S4.

### Molecular beacons and iCMP sorting

Molecular beacons are single-stranded oligonucleotides that form a stem-loop structure in the absence of their complementary target sequence. In the presence of their target sequence, the probes undergo conformational changes to hybridize to their target, resulting in opening of the stem, separation of fluorophore and quencher, and finally fluorescence after excitation. The following molecular beacons were used for analysis of *Myh6/7* mRNA expression and iCMP sorting: (1) negative control (probe degradation control, random sequence without match in mouse genome, cyanine 5 (Cy5) and Black Hole Quencher 2 (BHQ2) label at 5’- and 3’-end, respectively); (2) delivery control (transfection control, random sequence, Cy5-Cy5 label); and (3) *Myh6/7* beacons (specific target sequence, Cy5-BHQ2 label). Molecular beacon sequences have been published previously [26]. The beacons were synthesized as DNA probes by Microsynth Seqlab. 100 µM stock solutions were prepared by resuspension in TE buffer (pH 7.0, Invitrogen) and stored at − 20 °C.

Optimal conditions for the molecular beacon transfection using the X-tremeGENE HP DNA Transfection Reagent (lipid, Roche) were determined in *GMTMy*-transduced cardiac fibroblasts using the delivery control beacon (Additional file 1: Fig. S5a). CM specificity was confirmed in *Myh6*-*mCherry*–transgenic cardiac cells using the *Myh6/7* beacon (Additional file 1: Fig. S5b).

After GMTMy reprogramming of fibroblasts, live cells were sorted on day 14 after lentivirus infection according to the following protocol: *Myh6/7* beacon stock solution (1 µl), transfection reagent (4 µl), and cardiac reprogramming medium (95 µl) were combined and preincubated for 20 min. The transfection mix was combined with additional medium (300 µl), added to adherent cells (400 µl/cm^2^), and incubated for 4 h at 37 °C. Control cells were transfected with the negative control probe. Transfected cells were harvested and resuspended in cell sorting buffer (2% bovine serum albumin, 2 mM EDTA in DPBS; Carl Roth).

*Myh6/7* mRNA expression analysis and iCMP sorting were performed by the BIH Cytometry Core Facility on a BD FACSAria II SORP, configured with 4 lasers (violet, blue, yellow-green, red), and equipped with FACSDiva software (versions 6.1.3 or 8.0.2) (both BD Biosciences). Representative gating strategies are provided in Additional file 1: Fig. S5a, c. Data were analyzed with FlowJo software. Sorted *Myh6/7*-Cy5–positive and *Myh6/7*-Cy5–negative cell samples were reanalyzed using the same sorter, the same gates, and the same settings as used during sorting. Enrichment of *Myh6/7*-Cy5–positive iCMPs was analyzed by immunocytological staining for CM markers. Purified iCMPs were plated (10,000/cm^2^) in cardiac reprogramming medium for subsequent analyses.

### iCMP expansion and phenotype maintenance

For expansion, purified iCMPs were plated (5000/cm^2^) into gelatin-coated vessels and maintained in cardiac reprogramming medium with supplements (see below) for 27 days. Every 3–4 days, at ~ 80% confluency, iCMPs were sub-cultured (5000/cm^2^). Viable cell counts were determined using trypan blue (Sigma-Aldrich) and cumulative population doubling levels (PDLs) were calculated using the following formular: PDL_harvested cells_ = 3.32[log(count cell harvest)–log(cell number plating)] + PDL_plated cells_. During expansion, cell morphology and *Myh6/7* expression were assessed regularly by microscopy and flow cytometry (see above), respectively.

iCMP phenotype maintenance was examined in basic cardiac reprogramming medium or in the presence of various supplements: (1) geneticin (0.5 mg/ml); (2) ascorbic acid (250 µg/ml, FUJIFILM Wako Chemicals Europe, cat. no. 13–19,641); (3) FGF2 (2 ng/ml) and VEGFA (5 ng/ml) (both PeproTech); (4) FGF2 (2 ng/ml), VEGFA (5 ng/ml), and BMP4 (20 ng/ml; R & D Systems); and (5) FGF2 (2 ng/ml) and BMP4 (20 ng/ml) [27]. Media were changed every other day.

### RNA isolation, RNA sequencing, and bioinformatics analyses

Total RNA was isolated from duplicate samples of purified iCMPs, starting cardiac fibroblasts, and mouse adult left ventricular heart tissue using the Qiagen RNeasy Mini Kit (Qiagen GmbH). Genomic DNA was removed with DNAse I (Sigma-Aldrich). RNA quality and quantity were assessed on a 2100 Bioanalyzer System using the RNA 6000 Nano Kit (both Agilent Technologies). For RNA sequencing, poly-(A)-selection was performed with 500 ng total RNA using the NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB). RNA libraries were prepared using the NEBNext Ultra RNA Library Prep Kit for Illumina (NEB). Library preparation success was confirmed by analyzing the fragment size distribution on a 2100 Bioanalyzer using the DNA 1000 Kit (Agilent Technologies). Library concentration was determined using Qubit dsDNA BR Assay Kit and Qubit 3.0 (Thermo Fisher Scientific). After equimolar pooling, RNA samples were sequenced using a HiSeq 1500 System with Rapid Mode chemistry v2 (50 cycles, single-read; Illumina).

For RNA sequencing data analysis, sequence reads were demultiplexed using bcl2fastq2 (version 2.18, Illumina) and fastq file quality was assessed using fastqc (version 0.11.7, Bioinformatics Group at the Babraham Institute). Residual adapter sequences and low-quality reads were trimmed using AdapterRemoval (2.2.2) [28]. Reads were aligned to the mm10 (GRCm38.82) version of the mouse genome using tophat (version 2.1.0) [29] and bowtie2 (version 2.2.5) [30]. Counts per gene were calculated as the sum of all mapped reads within a gene region. Raw counts of protein-coding genes were normalized and variance stabilizing transformed using DESeq2 (1.28.1) [31] in R (A language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria. URL https://www.R-project.org/; 4.0.2). Variances across all samples were determined for each gene and 1,000 genes with the highest variances were selected for unsupervised analysis. Principal component analysis of the 1000 top-variably expressed genes was done with the prcomp() function in R. Differentially expressed genes were identified in pairwise comparisons between treatment groups using a negative binominal model provided by DESeq2. Bonferroni-corrected *P* < 0.05 and a minimal absolute log2 fold change of 1 were used to select significant results. K-means clustering of differentially expressed genes was based on Euclidean distances and performed using scaled data and the in-built kmeans() function in R with 100 randomly defined start sets of 6 clusters. Overrepresentation analysis of Differentially expressed genes in terms of the gene ontology system was done using the topGO package (Adrian Alexa and Jörg Rahnenführer (2016). topGO: Enrichment Analysis for Gene Ontology. R package version 2.32.0.) in R using classical Fisher tests based on hypergeometric distributions to asses significance of enrichment. Due to the high redundancy of the gene ontology system, raw P values were not adjusted for multiple testing. Heatmaps were generated using scaled data. The k-means heatmap was generated in R using the in-built heatmap function; the selected genes heatmaps were generated in GraphPad Prism (version 8 and 9, GraphPad Software). RNA sequencing data sets have been archived in the NCBI Gene Expression Omnibus data repository (GSE159315).

### Reverse transcription-quantitative PCR

For reverse transcription-quantitative PCR, 100 ng RNA were random hexamer primed and reverse transcribed into cDNA using the SuperScript III First-Strand Synthesis System (Invitrogen). PCR reactions (8 µl each) were prepared by combining cDNA samples (final, 0.125 ng/µl reaction) with gene-specific primers (final, 0.5 µM), and the 2X Power SYBR Green PCR Master Mix (final, 1X; Applied Biosystems). Quantitative PCR was performed on the Quant Studio 6 Flex Real-Time PCR System (Applied Biosystems) with the following PCR program: initial denaturation (95 °C, 10 min), annealing and extension (50 cycles: 95 °C, 15 s; 60 °C, 30 s; 72 °C 30 s), melting curve program. Relative gene expression levels were quantified using the ∆ct-method, were ct is the threshold/quantification cycle and ∆ct = ct(geometric mean *Rpl13a*, *B2m*)-ct(gene of interest). *B2m* (beta-2-microglobulin) and *Rpl13a* (ribosomal protein L13a) served as reference genes. PCR amplification efficiencies were 1.9–2. PCR primers were designed using Primer-BLAST(NCBI) [32] and Primer3 (open software development project) [33], or obtained via PrimerBank [34] (*B2m*, ID 31981890a1; *Tnnt2*, ID 6755843a1) (Additional file 1: Table S2). Primers were synthesized by Eurofins Genomics.

### Cardiac differentiation of iCMPs

To induce cardiac differentiation, iCMPs were stimulated with 5-azacytidine (Sigma-Aldrich), TGFB1 (PeproTech), and ascorbic acid, and subsequently cultured for 20 days in differentiation medium as described previously [35] (see differentiation timeline in Fig. 04a). Cardiac differentiation was initiated 2–3 days after sorting and plating (5,000/cm^2^) into gelatin-coated vessels. During differentiation, cell morphology, cardiovascular protein expression, and spontaneous contractility were regularly assessed by microscopy and immunocytology.

### Mouse myocardial infarction model, cell transplantation

103 male C57BL/6 J mice (Charles River), 10–12 weeks old and 20–30 g in weight, were used to evaluate the therapeutic effect of iCMP transplantation after myocardial infarction in 2 study arms: (1) serial measurement of heart function by echocardiography and determination of scar size after 6 weeks; and (2) iCMP location by immunohistology 2 weeks after transplantation. The week-6 group size (n_SHAM_ = 10, n_myocardial infarction groups_ = 23) was calculated under consideration of mortality rates and cardiac parameters of previous experiments (fractional shortening) as well as the planned statistical analysis. The week-2 group sizes (n_myocardial infarction groups_ = 8) was estimated owing to the explorative aim of iCMP location. On each operation day, animals were randomly assigned to one of four groups: SHAM control, vehicle control, noninduced cell control, or iCMP group.

Animals were anesthetized by intraperitoneal injection of narcosis mix (150 µl; fentanyl (0.08 mg/kg, Rotexmedica), midazolam (8 mg/kg, Ratiopharm), and medetomidine (0.4 mg/kg, cp-pharma)) and subsequently intubated. Permanent left anterior descending artery ligation was performed as described previously [36]. Phosphate-buffered saline (DPBS, vehicle control, *n* = 31) or purified *eGFP*-transduced cardiac fibroblasts (CFs^eGFP^, noninduced cell control, 5 × 10^5^ cells, *n* = 31), or purified iCMPs (5 × 10^5^ cells, *n* = 31) were injected at 2 sites of the lateral infarct border zone (5 µl each). Animals were awakened by intraperitoneal injection of antagonist mixture (100 µl; flumazenil (0.3 mg/kg, hameln), atipamezole (1.7 mg/kg; cp-pharma), and buprenorphine (0.1 mg/kg; Indivior UK Limited)), along with a subcutaneous injection of carprofen (100 µl, 5 mg/kg, Zoetis). All surgical procedures were carried out under aseptic conditions by a single investigator that was blinded for intervention. For sustained pain relief, animals were given metamizole (Ratiopharm) in drinking water (7 mg/ml in 5% glucose, B. Braun) daily for 5 days. Animals were monitored regularly for 2–6 weeks using model-specific score sheets and housed in individually ventilated cages (caging density 2–5) under specific pathogen-free conditions at the Charité Research Facility for Experimental Medicine. Animals were sacrificed by cardiac puncture. SHAM animals (*n* = 10) underwent the same procedures, except for left anterior descending artery ligation and intervention. Data were excluded when: (1) myocardial blanching was not observed during operation and absent infarction was corroborated by echocardiography and/or histological analysis; or (2) follow-up was not available. Overall mortality was 35%, including intra-, peri-, and postoperative deaths. Accordingly, group sizes in week 2/6 were: n_SHAM_ = 0/10, n_DPBS_ = 5/12, n_CFeGFP_ = 5/14, n_iCMP_ = 6/13.

### Transthoracic echocardiography

Transthoracic echocardiography was performed 2, 4, and 6 weeks after myocardial infarction using the Vevo 2100 Imaging System equipped with a MS550D transducer and Vevo LAB analysis software (version 03.01.00, all FUJIFILM VisualSonics). Anesthesia was induced with 3–4% isoflurane (AbbVie) and maintained with 1–2% isoflurane (O_2_ = 2 l/min). For all animals, static and cine loop images were acquired from the left ventricle in parasternal long axis and short axis views during electrocardiogram-gated kilohertz visualization, B-Mode, and M-Mode scanning. Images were analyzed using the “Left Ventricle Trace” tool of Vevo LAB. For each animal, measurements from 3 cardiac cycles were averaged for subsequent analysis. Myocardial-infarction–induced anatomical irregularities occasionally interfered with ultrasound imaging and analysis and resulted in missing values. The range of values for each parameter was n_SHAM_ = 7–10, n_DPBS_ = 8–11, n_CFeGFP_ = 10–14, n_iCMP_ = 9–13. All analyses were performed by a single investigator that was blinded for intervention.

### Histology and immunohistology

2 and 6 weeks after myocardial infarction and treatment, hearts were excised from sacrificed animals, dehydrated in sucrose solution (15%, Sigma-Aldrich) overnight at 4 °C, and frozen in Tissue-Tek optimal cutting temperature compound embedding medium (A. Hartenstein). Transverse sections of 7 μm thickness were cut from the apex to the ligation site, with 280 µm intervals after every 80 sections, and mounted onto glass slides for histological analysis.

For scar size quantification, cryosections were fixed in paraformaldehyde (4%) and Masson trichrome staining (Sigma-Aldrich) was performed according to manufacturer’s instructions. Stained sections were imaged using the NanoZoomer-SQ slide scanner (Hamamatsu Photonics). The scarred and total left ventricular areas were quantified using ImageJ. Infarct scar size was calculated by dividing scarred tissue areas by total left ventricular areas and multiplying by 100 (n_DPBS_ = 7, n_CFeGFP_ = 7, n_iCMP_ = 9).

For immunohistology, cryosections were fixed in paraformaldehyde (4%) and incubated in permeabilization and blocking buffer. Thereafter, cryosections were incubated with primary antibodies overnight at 4 °C and with secondary antibodies for 2 h at room temperature in the dark (Additional file 1: Table S1). Sections were mounted in Fluoromount-G with DAPI (Invitrogen) before images were acquired using the Axio Observer Z1 fluorescence microscope equipped with AxioVision software or the TCS SP8 STED confocal microscope equipped with LAS X LS software (both Leica). Image acquisition and analysis was performed in a blinded manner.

### Mass spectrometry and paracrine profiling

Proteomic profiling of medium supernatants from iCMPs and CFs, cultured under serum-free normoxic (21% O_2_, 1 g/l glucose) or ischemic (1% O_2_, no glucose) conditions for 24 h or 72 h, were analyzed by liquid chromatography/electron spray ionization mass spectrometry (LC/ESI–MS). Medium supernatants were harvested, centrifuged for 10 min at 1000 g and 4 °C to remove cell debris, and frozen at -80 °C until further analysis. When all samples were collected, supernatants were thawed and transferred to amico filters (10kDA cut off, Merck) followed by an overnight trypsin digestion (12 µg trypsin in 50 mM ammonium bicarbonate; Promega) at 37 °C. Thereafter, peptide samples were extracted with trifluoroacetic acid (0.1%; Fluka) and measured by UPLC-ESI-QTOF mass spectrometer (Dionex Ultimate 3000, ThermoFisher; Impact II, bruker daltonics). Mass spectra were analyzed using the SwissProt database with MASCOT software (version number 2.2, Matrix Science). The analysis parameters were as follows: (i) taxonomy: Mus musculus (Mouse); (ii) proteolytic enzyme: trypsin; (iii) maximum of accepted missed cleavages: 1; (iv) mass value: monoisotopic; (v) peptide mass tolerance 10 ppm; (vi) fragment mass tolerance: 0.05 Da; and vii) variable modifications: oxidation. Identified proteins were considered for further analysis if scores corresponded to *p* < 0.05 and if at least two samples showed at least one detected peptide. Protein interaction networks were visualized and functional enrichment analyses were performed using the STRING database (version 11.5, http://string-db.org).

### Statistical analysis

Data were analyzed and graphs generated using GraphPad Prism. Data are presented as mean ± SD (in vitro data) or mean ± SEM (in vivo data). Repeated measures cardiac function data were analyzed by fitting a mixed-effects model to the data instead of performing a repeated measures ANOVA because it can handle randomly missing values. The GraphPad Prism model uses a compound symmetry covariance matrix and is fit using Restricted Maximum Likelihood (REML). Sphericity (equal variability of differences) was not assumed, instead the Greenhouse–Geisser correction was used. Multiple comparisons between group means were performed at individual measurement times and corrected for by statistical hypothesis testing using Holm-Sidak's post-hoc tests. Change data were analyzed using an ordinary one-way ANOVA after the D'Agostino & Pearson normality test was passed and the Bartlett’s test did not reveal significant different variances. Parametric test statistics are reported as [F(DFn, DFd) = *F*-value, *P* = *P*-value], where F corresponds to the F-statistic and DFn or DFd correspond to the degree of freedom nominator or degree of freedom denominator, respectively. Scar size data were analyzed using the Kruskal–Wallis test followed by Dunn’s post-hoc test to determine statistical significance of intergroup differences. The nonparametric test was chosen because the assumption of equal variances as determined using Bartlett’s test was violated, whereas the Shapiro–Wilk normality test was passed. P-values smaller than 0.05 were considered statistically significant.

## Results

### GMTMy directly reprograms fibroblasts into proliferative cTnT-expressing cells

To initiate direct reprogramming toward CMs, we overexpressed the well-known cardioinductive transcription factors GATA4, MEF2C, TBX5, and MYOCD in neonatal cardiac fibroblasts (Fig. 1a, Additional file 1: Fig. S2) [13]. Overexpression of *GMTMy* in combination with *eGFP* as control for gene integration was accomplished by lentiviral transduction.

**Fig. 1:**
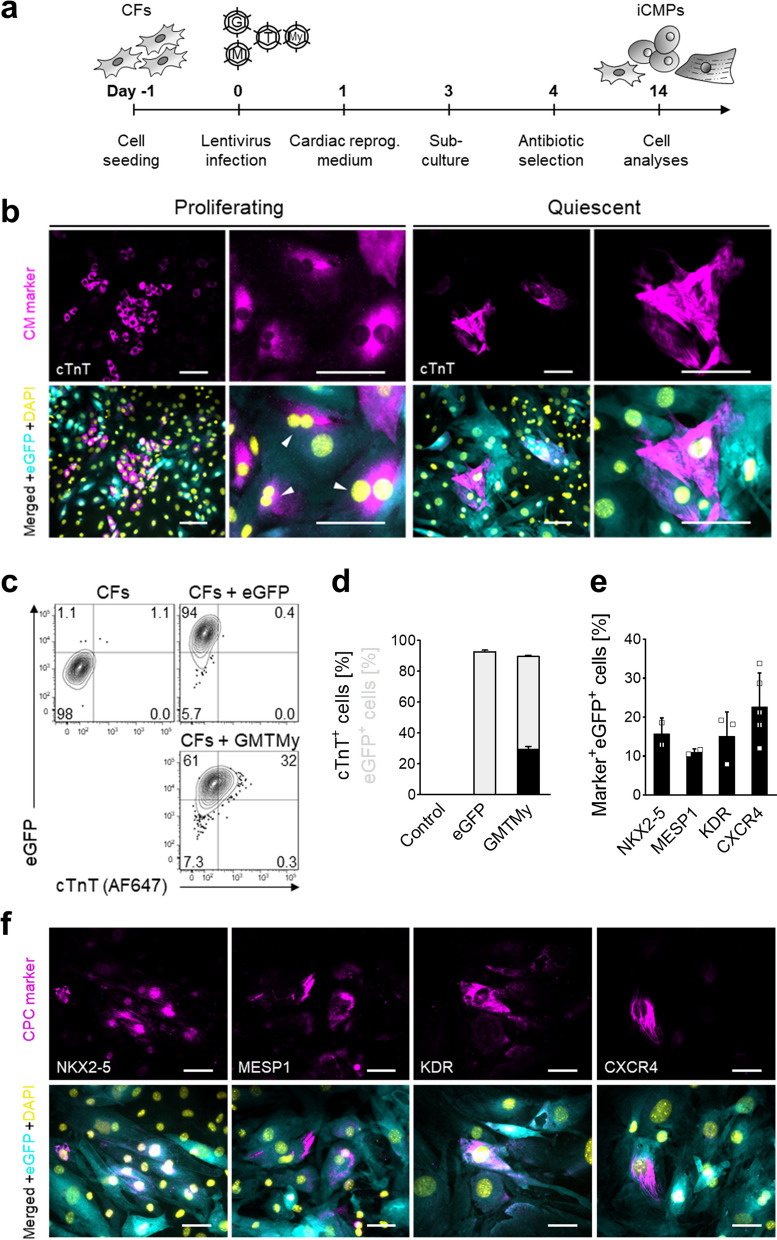
*GMTMy* overexpression directly reprograms cardiac fibroblasts into iCMPs. **a** Schematic outline of the protocol used to convert cardiac fibroblasts (CFs) toward CM lineage. **b** Immunofluorescent staining for CM marker cTnT (magenta) in combination with eGFP (cyan) 14 days after lentiviral *GMTMy* delivery reveals the coinduction of two subpopulations: (1) clusters of immature, proliferating cTnT-positive cells (left panel, white arrows point to mitotic nuclei); and (2) isolated, more mature, nonproliferative cTnT-positive cells (right panel). DAPI (yellow) marks cell nuclei. Scale bars, 100 µm. Single channel images are provided in Additional file 1: Fig. S3c. **c** Analysis of cTnT protein expression by flow cytometry on day 14 in selected experiments (in total *n* > 15 biologically independent experiments). Shown are contour plots (contour level 5%). **d** Quantification of cTnT expression. Stacked bar graph presents the proportion of cTnT- and eGFP-positive cells in (C) as mean ± SD (*n* = 2). **e** CPC marker expression in *GMTMy*-transduced cells on day 14 as determined by immunocytology and subsequent image-based quantification. Scatter plot with bar graph shows replicates and mean ± SD (*n* = 2–5). **f** Immunofluorescent staining for CPC markers (magenta) NKX2-5, MESP1, KDR, and CXCR4 in combination with eGFP (cyan) on day 14 indicates that GMTMy induces a cardiac progenitor signatures. DAPI (yellow) marks cell nuclei. Scale bars, 50 µm Figure 2

Three days after lentivirus infection, nuclear GMTMy expression was detected by immunocytology in eGFP-labeled cardiac fibroblasts (Additional file 1: Fig. S3a). On day 14 after *GMTMy* delivery, a significant portion of the transduced cells expressed multiple CM-specific proteins, namely cardiac muscle troponin T (cTnT), α-actinin, and myosin, indicating the beginning change of cell identity (Additional file 1: Fig. S3b, Fig. 1b). Flow cytometric quantification revealed that 29.4 ± 2.0% of the analyzed cells expressed cTnT (mean ± SD; Fig. 1c,d). Overall, the early reprogramming yield determined on day 14 amounted to 10 cTnT-positive cells for each initially seeded fibroblast.

Interestingly, immunofluorescent staining of adherent cells revealed that the majority of cTnT-positive cells appeared immature as indicated by scattered cTnT expression patterns, small size, round shape, cluster formation, and mitotic activity, implying proliferation ability (Fig. 1b, Additional file 1: Fig. S3c). More mature cTnT-positive cells that showed an advanced reprogramming degree as indicated by partially striated cTnT expression patterns, large size, polygonal shape, single appearance, and mitotic quiescence were less frequently observed (Fig. 1b, Additional file 1: Fig. S3c).

To examine a putative progenitor state of our immature cTnT-positive cells, we analyzed the expression of a panel of well-known intracellular and surface cardiac progenitor cell (CPC) markers by immunocytology on day 14. Although we did not detect ISL1 (Insulin gene enhancer protein ISL-1) and c-Kit (mast/stem cell growth factor receptor Kit), we found that reprogrammed cells expressed NKX2-5 (homeobox protein NK-2 homolog E, 15.8 ± 4.0%), MESP1 (mesoderm posterior protein 1, 11.1 ± 0.8%), KDR (kinase insert domain receptor, 15 ± 6.3%), and CXCR4 (C-X-C chemokine receptor type 4, 22.8 ± 8.6%) (mean ± SD; Fig. 1e,f). These results show that GMTMy reprogramming turns a fraction of fibroblasts into proliferative, CPC- as well as CM-marker–expressing cells, which we term induced CM precursors (iCMPs).

### Live *Myh6/7*-expressing iCMPs can be purified using molecular beacons and expanded with stable phenotype

Because GMTMy reprogramming resulted in a heterogenous cell population, we next purified iCMPs for subsequent analyses. To ensure enrichment of CM-primed cells, we sorted iCMPs based on intracellular *Myh6/7* mRNA expression, an indicator for beginning CM fate specification (Fig. 2a, b). We chose an intracellular mRNA-based method because no CM-precursor–specific surface marker is available to date. To label *Myh6/7*-mRNA–expressing cells, reprogramming cultures were transfected with molecular beacons and subsequently underwent fluorescence-activated cell sorting. Molecular beacons are oligonucleotides, labeled with a fluorophore and a quencher, here Cy5 and BHQ2. In the absence of complementary mRNA, molecular beacons assume hairpin conformation with quenched fluorescence. After transfection of cells and hybridization to target mRNA, hairpins open, and beacons fluoresce after excitation, enabling cell sorting without clinically unfavorable genetic modifications. To optimize iCMP yield, *Myh6/7* mRNA expression was analyzed at different times, 14 and 18 days after reprogramming initiation. The highest yield of 64.4 ± 23.7% *Myh6/7*-expressing cells was achieved on day 14 (mean ± SD; Fig. 2c, d). After beacon-based cell sorting, target cell enrichment was confirmed by immunocytology for cTnT, α-actinin, and myosin (Fig. 2e). Hereafter, iCMP sorting was always performed on day 14.

**Fig. 2:**
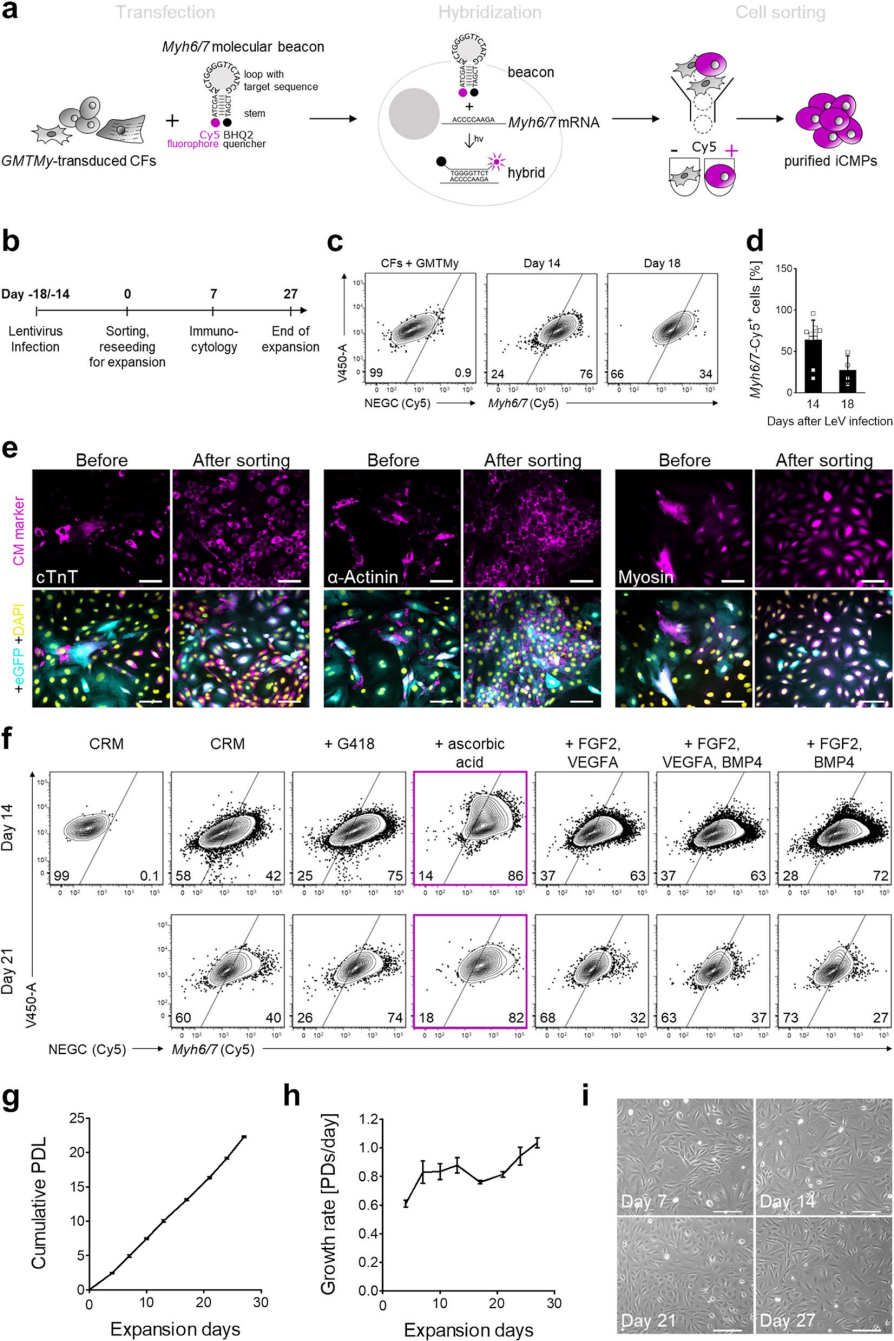
iCMPs are suitable for *Myh6/7*-molecular-beacon-based selection and capable of long-term propagation. **a** *Myh6/7* molecular beacon principle used to purify iCMPs. (Additional file 1: Fig. S5 for gating strategies) **b** Schematic outline of the experimental timeline. **c** Analysis of *Myh6/7* mRNA expression in reprogrammed cells by flow cytometry using Cy5-labeled negative control (NEGC, no sequence match, Cy5-BHQ2 label) and *Myh6/7* probes (sequence match, Cy5-BHQ2 label) on day 14 or 18 after *GMTMy* transduction. Shown are contour plots (contour level 5%). **d** Scatter plot with bar graph presents the proportion of Cy5-positive cells in (**c**) as mean ± SD (day 14/18, *n* = 10/4). **e** Immunofluorescent staining for cTnT, α-actinin, and myosin (magenta) in combination with eGFP (cyan) in *GMTMy*-transduced cells immediately before and 7 days after fluorescence-activated cell sorting demonstrates successful iCMP enrichment. DAPI (yellow) marks cell nuclei. Scale bars, 100 µm. **f** iCMP phenotype stability is dependent on expansion medium composition. Flow cytometric analysis of *Myh6/7*-based Cy5 fluorescence 14 and 21 days after expansion of purified iCMPs in media containing the respective supplements. **g,h** Cumulative population doubling levels (PDLs) (**g**) and growth rate as population doublings (PDs) per day **h** of iCMPs during expansion after sorting. Proliferation data were recorded for 27 days. Line graphs show mean ± SD (*n* = 4). **i** Brightfield images taken at indicated points in time during expansion show maintained iCMP morphology. Scale bars, 100 µm Figure 3

We next sought to investigate iCMP proliferation capacity and phenotype stability. iCMPs actively proliferated, when cultured in reprogramming medium. However, the proportion of *Myh6/7*-positive iCMPs decreased markedly within 21 days after sorting to 40% of total cells, as determined by flow cytometry (Fig. 2f). Assuming that cardiac fibroblast overgrowth or iCMP dedifferentiation may be possible reasons, we either used geneticin antibiotic selection (with the *neo* resistance gene provided by the lentiviral vector) or supplemented the basal medium with one of the following CM-lineage–supporting factors or factor combinations to preserve iCMP phenotype: (1) ascorbic acid; (2) FGF2 + VEGFA, (3) FGF2 + VEGFA + BMP4; and (4) FGF2 + BMP4. Ascorbic acid was most effective in preserving iCMP phenotype, maintaining the percentage of *Myh6/7*-positive cells after 14 and 21 days at 86% and 82%, respectively (Fig. 2f). In all other media the percentage of *Myh6/7*-positive cells markedly decreased, in particular after 21 days of expansion. Finally, long-term expansion of iCMPs was initiated after iCMP sorting by serial passaging. During the expansion period of 27 days and 8 passages, iCMPs grew steadily with an average growth rate of 0.84 ± 0.13 population doublings per day, yielding an extrapolated number of 5.6 × 10^9^ cells per 10^3^ initially plated cells, corresponding to a six-million–fold increase (Fig. 2g, h). Cell morphology was also preserved during expansion, supporting the notion of iCMP phenotype stability (Fig. 2i). Taken together, these findings demonstrate that iCMPs can be enriched based on *Myh6/7* mRNA expression using molecular beacon technology and that ascorbic acid supplementation preserves molecular and morphological iCMP features during long-term expansion, rendering iCMPs suitable for large-scale cell production.

### iCMPs display global gene expression signatures of developing CMs

To characterize iCMPs in more detail, we examined the global transcriptome of purified iCMPs in comparison with starting fibroblasts and adult heart tissue by RNA sequencing with subsequent bioinformatics analysis (please refer to the *Methods* section for details). 

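RNA from 3 groups of 2 samples each was sequenced. Cardiac fibroblasts (CFs), the starting cells, were taken from neonatal mouse hearts. iCMPs were CFs transduced with lentiviral vectors carrying Gata4, Mef2c, Tbx5 and Myocd (GMTMy), 4 transcriptional regulators of heart muscle development, and then sorted with molecular beacons, probes that fluoresce on binding Myh6/7 mRNA. Heart samples were left ventricular tissue of adult mice, which holds cardiomyocytes together with endothelial, blood, mural and connective tissue cells. The deposited raw counts per gene summed to 40831845 and 38228449 for the CF libraries, 37429451 and 39216209 for the iCMP libraries, and 37561504 and 35552168 for the heart libraries. Genes encoded by mitochondrial DNA took 26.6% and 24.2% of the heart counts, 0.605% and 0.647% of the CF counts and 1.35% and 0.947% of the iCMP counts. The 10 most abundant genes took 27.8% and 25.4% of the heart counts and at most 7.66% of the counts of any CF or iCMP library. The authors aligned 50-cycle single reads with TopHat2 2.1.0 and Bowtie2 2.2.5 to GRCm38 and summed all reads mapped within a gene region, so reads of overlapping genes and of the GMTMy transgenes enter the counts of the genes they match. The 21936 protein-coding genes were kept, counts were scaled by TMM (a factor per library that is robust to a few abundant genes), and the 15341 genes with enough counts were tested with edgeR's quasi-likelihood test over all 6 libraries in one fit. Levels are given as CPM, counts scaled to library size and TMM factor (mean ± SD, n = 2 libraries). Changes are log2 fold changes, with an approximate standard error derived from the F statistic and a Benjamini-Hochberg adjusted p. At these depths 3 counts correspond to 0.0660 to 0.143 CPM, and genes near this level carry large counting error. The sources describe the samples as duplicates without saying whether they came from separate cultures or animals, so p-values measure the spread between these samples, which may be technical.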

Principal component analysis of gene expression data revealed that iCMPs were substantially different from cardiac fibroblasts, but did not yet cluster with heart (Fig. 3a). Similarly, differential gene expression analysis indicated a smaller difference between iCMPs and heart (6197 differentially expressed genes) and a larger difference between fibroblasts and heart (6628 differentially expressed genes). 

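Over the 1000 most variable protein-coding genes, iCMPs lay near CFs and far from heart along the first principal component (PC), and apart from CFs along the second. The first PC held 94.9% of the variance and the second 3.85%, together 98.7%. CF replicates 1 and 2 scored -89.9 and -69.7 on the first PC, iCMP replicates -67.8 and -67.6, and heart replicates 148 and 147. On the second PC the CF libraries scored -23.7 and -26.2, the iCMP libraries 22.9 and 29.7, and the heart libraries -1.47 and -1.22. Across all 1000 genes, the distance between a CF and an iCMP library was 57.0 ± 3.76 (SD over 4 pairs of libraries), against 217 ± 0.884 between iCMP and heart and 229 ± 11.4 between CF and heart. With CF replicate 1 left out, and the genes chosen again, the CF-to-heart distance was 217 and the iCMP-to-heart distance 221, and with CF replicate 2 left out they were 237 and 221. On the first choice of genes, CF replicate 2 lay 219.98 and 218.57 from the heart libraries, iCMP replicate 1 lay 217.98 and 216.50, and iCMP replicate 2 lay 218.46 and 217.06. Which group lay farther from heart thus depended on the choice of genes once CF replicate 1 was left out, and no test was run on these distances.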

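At the paper's thresholds, a Bonferroni-corrected p under 0.05 and a log2 fold change of at least 1 in either direction, 2741 genes differed between iCMPs and heart (1266 higher and 1475 lower in iCMPs). Between CFs and heart 3119 genes differed (1474 higher and 1645 lower in CFs), which is 378 more. Between iCMPs and CFs 454 genes differed (153 higher and 301 lower in iCMPs). Of the genes lower in iCMPs than in heart, Xirp2, which encodes an actin-binding protein of cardiac intercalated discs, had no count in either iCMP library against 460.3 ± 45.1 CPM (SD, n = 2) in heart. Among called genes with a mean of at least 10 CPM, the largest increase over heart was in Saa3, an acute phase serum amyloid A gene, at 4127 ± 514 CPM (SD, n = 2) in iCMPs and 0.594 CPM in heart. From CFs to iCMPs, among called genes with a mean of at least 10 CPM and apart from the transduced Tbx5 and Mef2c, Itih4, which encodes a secreted inhibitor heavy chain, rose most (log2 fold change 6.41), followed by Lum, the matrix proteoglycan lumican (6.26), and Kif26a, an atypical kinesin (5.80). With a Benjamini-Hochberg adjusted p under 0.05 from edgeR and no fold threshold, 6381 genes differed between iCMPs and CFs, 10898 between iCMPs and heart and 11155 between CFs and heart. DESeq2 on all protein-coding genes with a count gave 6050 for iCMPs against heart, 6474 for CFs against heart and 2333 for iCMPs against CFs, and called all 454 genes that edgeR called between iCMPs and CFs. The excess of CF-to-heart over iCMP-to-heart genes turned to -929 without CF replicate 1, -657 without CF replicate 2 and -3045 when each comparison was fitted on its own 4 libraries; it was 1183 and 1113 without iCMP replicate 1 or 2, and 71 and 55 without heart replicate 1 or 2. With 1 library left out, the iCMP-to-heart count was 5225 without CF replicate 1, 5241 without CF replicate 2, 1511 and 1468 without iCMP replicate 1 or 2, and 656 and 694 without heart replicate 1 or 2. The CF-to-heart count was 727 and 749 without heart replicate 1 or 2. The iCMP-to-CF count was 882 and 1031 without CF replicate 1 or 2, 223 and 156 without iCMP replicate 1 or 2, and 71 and 58 without heart replicate 1 or 2.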

To identify clusters of differentially expressed genes and biological processes associated with them, we next performed k-means clustering and functional overrepresentation analysis (Fig. 3b). 

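The 3853 genes that differed in at least 1 comparison at the paper's thresholds fell into 6 k-means clusters, which held 94.7% of their variance. The largest cluster, 1319 genes high in heart and low in both CFs and iCMPs, held 52 of 54 clustered genes of oxidative phosphorylation (adjusted p = 2.33e-20) and 24 of 27 sarcomere genes (adjusted p = 2.00e-07). It also held 19 of 22 endothelial genes (adjusted p = 1.79e-05) and 18 of 22 genes of calcium handling and ion channels (adjusted p = 1.37e-04). A cluster of 947 genes low in heart and high in both cell populations held 17 of 29 fibroblast and matrix genes (adjusted p = 0.00159) and 12 of 19 embryonic patterning factors (adjusted p = 0.00500). A cluster of 527 genes highest in iCMPs held 12 of 13 immediate early and heat shock genes (adjusted p = 2.00e-08) and 8 of 11 lysosomal genes (adjusted p = 2.73e-04). A cluster of 485 genes highest in CFs held 31 of 33 genes of mitosis (adjusted p = 5.01e-24), 26 of 30 of DNA replication (adjusted p = 2.78e-18) and 18 of 22 of ribosome biogenesis (adjusted p = 1.22e-11). In a cluster of 382 genes the level rose stepwise, with a mean Z-score of -1.09 in CFs, 0.0452 in iCMPs and 1.04 in heart, and no list was over-represented in it. The remaining 193 genes were lowest in iCMPs. Over-representation was tested with one-sided Fisher's exact tests against all clustered genes, with Benjamini-Hochberg adjustment over all pairs of list and cluster. The clusters were formed from the same libraries, so these p-values describe how the lists fall into them.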

Expression of genes related to embryonic development, heart muscle development, and cardiac muscle cell contraction were upregulated in iCMPs compared to fibroblasts, indicating beginning CM conversion. However, compared to heart, expression levels were lower, suggesting an intermediate cardiogenic state. By contrast, expression of genes related to mitotic cell cycle, cell growth as well as heart metabolism and function were downregulated in iCMPs compared to cardiac fibroblasts, suggesting a reprogramming-induced proliferation decrease and CM precursor rather than CM conversion. 

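Cardiac transcription factors, developmental signals and genes of the contractile apparatus each had members higher and members lower in iCMPs than in CFs. Of 21 tested cardiac transcription factors, 8 were higher in iCMPs, 2 were lower and 11 did not pass the test (8 higher and 3 lower when adjusted over the list alone). Tbx2, a T-box repressor that patterns the atrioventricular canal, rose from 1.95 ± 0.643 to 59.3 ± 26.5 CPM (SD, n = 2 each). Irx3, a homeobox factor of the ventricular conduction system, rose by 2.85 on the log2 scale (adjusted p = 6.65e-04). Of 21 genes of heart development signalling, 9 were higher, 5 were lower and 7 did not pass. Of 34 embryonic patterning factors 9 were higher, 5 were lower and 20 did not pass, and both lists had the same counts when adjusted over the list alone. Without iCMP replicate 1, 5 signalling genes were higher and 3 lower, and 3 were lower without CF replicate 2; of the patterning factors 2 or 3 were lower without CF replicate 1 or 2, and 1 or 2 without iCMP replicate 1 or 2. Of 32 sarcomere genes, 5 were higher (Tnnt2, Mybpc3, Myl4, Tnni1 and Myom1), 7 were lower and 20 did not pass, also when adjusted over the list alone. The decreases included Ankrd1, a stretch-responsive Z-disc protein (log2 fold change -4.05, adjusted p = 4.07e-05), and Actn2, the Z-disc cross-linker alpha-actinin (log2 fold change -4.13, adjusted p = 0.0304). The log2 fold change of Actn2 shrank to -1.45 without CF replicate 2 and was -4.06 to -5.01 with any other library left out. Its adjusted p was 0.416 without CF replicate 2, 0.110 and 0.129 without iCMP replicate 1 or 2, and 0.0659 and 0.0675 without heart replicate 1 or 2; it was 0.0704 with the replicate number as a block. Of 27 genes of calcium handling and ion channels, 5 were higher, 3 were lower and 19 did not pass (4 higher and 3 lower when adjusted over the list alone). Hcn4, the pacemaker channel, rose by 2.59 and Cacna1c, the L-type calcium channel, by 1.48 on the log2 scale (adjusted p = 0.00232 and 8.60e-04 from edgeR). As sets against all other genes, limma's camera test gave adjusted p = 0.0531 for cardiac transcription factors and 0.144 for heart development signalling. It gave 0.431 for embryonic patterning, 0.355 for calcium handling and 0.660 for the sarcomere. With an estimated correlation these values were 0.772, 0.654, 0.837, 0.884 and 0.962 in the same order. That version of the test rests on 3 residual degrees of freedom, so missing it decides little for any list. With the preset correlation of 0.01 the cardiac transcription factors passed with at least 10 counts in every library (0.0437). They also passed with all genes of the raw table (0.0329) and in a fit of the 4 CF and iCMP libraries alone (0.0378). The CF replicates differed in heart transcripts: 22 sarcomere genes chosen by a heart level of at least 500 CPM stood at a median 0.00682% of that level in CF replicate 1 and 0.0605% in CF replicate 2, and 18 of them were higher in replicate 2. Over the 32 sarcomere genes, the median log2 difference of iCMPs was 0.88 from CF replicate 1 and -0.98 from CF replicate 2. The direction of the list thus depended on the CF library. Without iCMP replicate 1 or 2, 3 sarcomere genes were higher and 3 lower, and 3 were higher without heart replicate 1 or 2, with 4 lower without heart replicate 2. With no low-count filter 11 were lower, in a fit of the 4 CF and iCMP libraries alone 3 were higher and 4 lower, and with the replicate number as a block 4 were lower.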

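Heart tissue expressed contractile and metabolic genes far above iCMPs. Of 32 sarcomere genes, 31 were lower in iCMPs than in heart and 1 was higher, with a median log2 fold change of -10.60 (camera adjusted p = 5.37e-19; adjusted p = 0.225 with an estimated correlation). Of 27 genes of calcium handling and ion channels 25 were lower and 1 was higher, with a median of -6.32 (camera adjusted p = 5.32e-16; adjusted p = 0.152 with an estimated correlation). All 54 genes of oxidative phosphorylation were lower, with a median of -3.96 (camera adjusted p = 1.11e-38; adjusted p = 0.225 with an estimated correlation), as were all 23 endothelial genes (-9.78). Actn2 stood at 1751 ± 396 CPM (SD, n = 2) in heart and 0.0231 CPM in iCMPs, and Ckm, the muscle creatine kinase, at 4249 ± 693 and 0.0925 CPM. Cardiac transcription factors were closer, with 6 of 21 higher in iCMPs, 10 lower and 5 that did not pass (7 higher and 10 lower when adjusted over the list alone). Of 34 embryonic patterning factors, 23 were higher in iCMPs than in heart and 7 lower. On a scale from 0% at the CF mean to 100% at the heart mean, computed for the 3119 genes that differ between these groups, iCMPs had a median position of 11.9%, and the sarcomere genes among them -1.83%; with 1 CF library set against the other the sarcomere genes stood at 12.9% or -14.8%. The median over all genes was 15.3% without CF replicate 2, 7.05% without heart replicate 1 and 6.47% without heart replicate 2, and with 1 CF library set against the other it was 2.46% or -2.52%. Calls are from edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05.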

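Genes of the cell cycle and of ribosome biogenesis fell together in iCMPs, and part of the metabolic genes fell with them. Of 35 genes of mitosis, 34 were lower in iCMPs than in CFs, none was higher and 1 did not pass (all 35 lower when adjusted over the list alone), with a median log2 fold change of -4.12 (camera adjusted p = 8.94e-45; adjusted p = 0.348 with an estimated correlation). All 38 genes of DNA replication were lower, with a median of -2.43 (camera adjusted p = 1.64e-37; adjusted p = 0.348 with an estimated correlation). Plk1, the polo-like kinase of mitotic entry, fell from 102 ± 7.58 to 4.94 ± 1.70 CPM (SD, n = 2 each), and Cdc6, which loads the replicative helicase, from 43.2 ± 2.01 to 2.48 ± 1.30 CPM. Of 32 genes of ribosome biogenesis, 30 were lower and 2 did not pass, with a median of -1.64 (camera adjusted p = 6.65e-29; adjusted p = 0.348 with an estimated correlation). Dkc1, the pseudouridine synthase dyskerin, fell by 2.79 and Nolc1, a nucleolar phosphoprotein, fell by 2.66 on the log2 scale. Of 47 genes of cytosolic ribosomal proteins, 0 were lower and 0 higher by edgeR, with a median log2 fold change of 0.10. In that list 4 genes were higher at an unadjusted p under 0.05 and 6 were higher with DESeq2. Of 17 glycolytic genes 8 were lower and none higher (camera adjusted p = 0.00454; adjusted p = 0.837 with an estimated correlation). Of 23 genes of the TCA cycle 10 were lower and none higher (camera adjusted p = 0.0136; adjusted p = 0.884 with an estimated correlation). Oxidative phosphorylation had 12 of 54 genes lower, 1 higher and 41 that did not pass (10 lower and 1 higher when adjusted over the list alone; camera adjusted p = 0.0158; adjusted p = 0.884 with an estimated correlation). By contrast, 5 of 13 mitochondrially encoded genes were higher (6 when adjusted over the list alone; camera adjusted p = 0.0158; adjusted p = 0.868 with an estimated correlation) and none was lower. In some of these lists edgeR called no gene in 1 direction. Apart from cytosolic ribosomal proteins, 0 of their genes had an unadjusted p under 0.05 in that direction. DESeq2 also called 0 of them. Without iCMP replicate 2, 5 oxidative phosphorylation genes were lower (camera adjusted p = 0.109), without iCMP replicate 1 no mitochondrially encoded gene was higher (camera adjusted p = 0.158), and 4 TCA cycle genes were lower without CF replicate 1, iCMP replicate 1 or iCMP replicate 2. With DESeq2 20 oxidative phosphorylation genes were lower and 2 higher, and 10 mitochondrially encoded genes were higher. With the replicate number as a block, 21 oxidative phosphorylation genes were lower and 9 mitochondrially encoded genes were higher. TMM computed without the mitochondrially encoded genes left them out of the fit, so it could not decide whether they rose. Without CF replicate 2, 2 oxidative phosphorylation genes were higher. Cycs, the electron carrier cytochrome c, stood at 139 CPM in CFs, 39.1 CPM in iCMPs and 997 CPM in heart. Ldha, a lactate dehydrogenase subunit, fell by 1.39 on the log2 scale between CFs and iCMPs. 

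**Figure D1:**
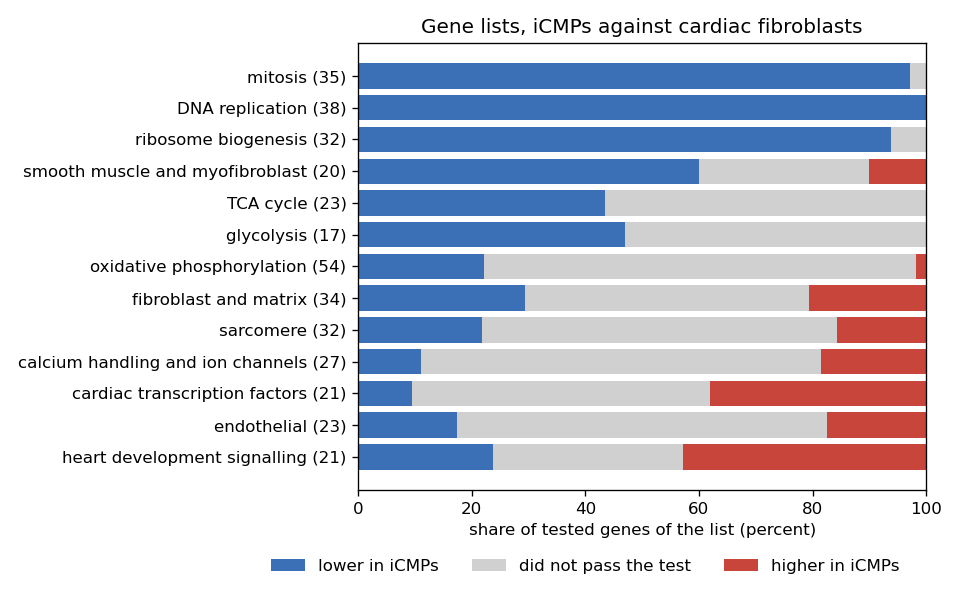
Share, in percent, of the tested genes of 13 lists that were lower (blue) or higher (red) in iCMPs than in CFs or did not pass edgeR's test (grey); the number of tested genes stands beside each list name. Mitosis, DNA replication and ribosome biogenesis are almost wholly lower, and the sarcomere has 5 genes higher and 7 lower of 32.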

Although cell cycle gene expression was suppressed in iCMPs compared to fibroblasts, expression was still higher compared to heart, which is in line with our observation of continuous iCMP proliferation after sorting (Fig. 2f–i).

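Cell cycle genes stood between CFs and heart in iCMPs. Of 35 genes of mitosis, 21 were higher in iCMPs than in heart, 1 was lower and 13 did not pass, with a median log2 fold change of 1.33 (camera adjusted p = 0.0145; adjusted p = 0.724 with an estimated correlation). Of 38 genes of DNA replication, 24 were higher, 4 were lower and 10 did not pass (25 higher and 4 lower when adjusted over the list alone), with a median of 1.04 (camera adjusted p = 0.00269; adjusted p = 0.602 with an estimated correlation). Ccnb1, the cyclin of mitotic entry, stood at 161 ± 14.2 CPM in CFs, 5.34 ± 3.29 CPM in iCMPs and 0.508 ± 0.295 CPM in heart (SD, n = 2 each), with a log2 fold change of 3.41 (standard error 0.54, adjusted p = 3.60e-04) between iCMPs and heart. Mcm2, a subunit of the replicative helicase, was at 9.18 ± 0.941 CPM in heart, 3.41 below iCMPs on the log2 scale (adjusted p = 6.52e-07). Mki67, the antigen used to score cycling cells, had 6.20 ± 2.11 CPM in heart and a log2 fold change of 0.94 (standard error 0.41, adjusted p = 0.0662) between iCMPs and heart, which did not pass edgeR's test; it passed with no low-count filter (adjusted p = 0.0308), in a fit of the 4 iCMP and heart libraries alone (0.0283), without iCMP replicate 2 (0.00195) and without CF replicate 1 (0.0129) or 2 (0.0129). Among the genes that differ between CFs and heart, the median position of iCMPs between CFs at 0% and heart at 100% was 76.7% for mitosis and 67.2% for DNA replication.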

**Fig. 3:**
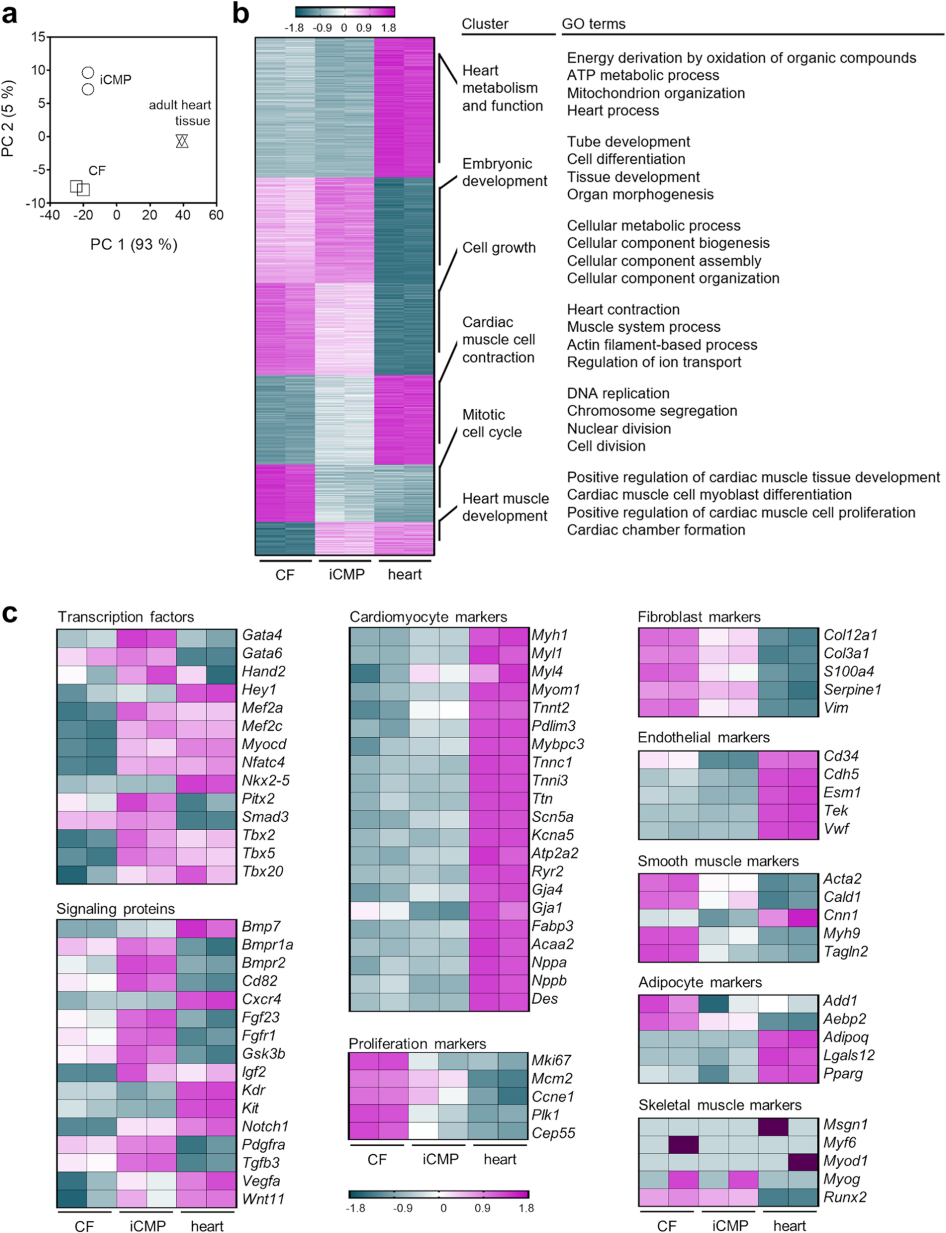
Global transcriptome analysis reveals suppression of fibroblast and induction of CM precursor signatures in iCMPs. **a** Principal component analysis of gene expression data generated by RNA sequencing from three sample groups: (1) purified iCMPs; (2) starting cardiac fibroblasts (CFs); and (3) adult heart (*n* = 2 for each sample group). The 2D principal component analysis plot presents the intra- and intergroup relationships by showing the first two principal components (PCs) that account for the majority (98%) of variation between samples. **b** K-means clustering and functional overrepresentation analysis of significant differentially expressed genes. Results are depicted as heatmap with accompanying table listing four gene ontology (GO) terms, selected from the top 40 terms with significant gene enrichment, for each of the six k-means clusters. **c** Analysis of selected marker genes associated with CM development, CM identity, proliferation, fibroblast identity, as well as related and competing cell lineages. Results are depicted as heatmaps. Heatmap columns represent replicate samples, heatmap rows represent single genes, the Z-score color scale indicates relative gene expression levels for each row (magenta, higher expression, Z-score > 0; cyan, lower expression, Z-score < 0; dark magenta, outside the defined range) Figure 4

To determine the progress in cell fate transition, we evaluated the expression of selected genes known to be associated with CM fate commitment, CM identity, proliferation, fibroblast identity, and unintended cell fates (Fig. 3c). We found that enforced *GMTMy* expression induces the expression of additional cardiac transcription factors and signaling proteins involved in CM development (e.g., *Hand2*, *Tbx20*, *Igf2, Vegfa*, *Wnt11*) as well as a subset of structural and functional markers of mature CM (e.g., *Myl4*, *Tnnt2*, *Mybpc3*, *Gja4*) indicating the activation of CM gene regulatory networks. 

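Transcription factors, signaling genes and a few sarcomere genes of Fig. 3c were higher in iCMPs than in CFs. Of 14 transcription factors in Fig. 3c 9 were higher, none was lower and 5 did not pass edgeR's test, with 0 lower at an unadjusted p under 0.05 or by DESeq2. Of 16 signaling genes 12 were higher, 2 were lower and 2 did not pass. Of 21 CM markers 8 were higher, 2 were lower and 11 did not pass (9 higher when adjusted over the list alone). With 1 library left out, 4 CM markers were lower without CF replicate 1 and 1 without iCMP replicate 1, and 1 signaling gene was lower in each fit except that without CF replicate 2. Against heart all 21 CM markers were lower in iCMPs, but Myl4 did not pass without iCMP replicate 2 (adjusted p = 0.0706) or heart replicate 2 (0.163). The study selected these genes, and the transcription factors include the transduced ones. Tnnt2, cardiac troponin T, on chromosome 1 from 135836354 to 135852260 of GRCm38, rose from 9.37 ± 4.65 to 276 ± 41.1 CPM (SD, n = 2 each), a log2 fold change of 4.88 (standard error 0.40, adjusted p = 5.09e-05), and stood at 12854 ± 1843 CPM in heart. Myl4, the atrial light chain, rose from 1.74 ± 0.740 to 5.52 ± 1.39 CPM (log2 fold change 1.66, standard error 0.43, adjusted p = 0.0127). Gja4, connexin 37, rose from 0.381 ± 0.115 to 1.39 ± 0.259 CPM (log2 fold change 1.86, standard error 0.32, adjusted p = 0.00165). Mybpc3, cardiac myosin-binding protein C, rose from 1.24 ± 1.52 to 5.50 ± 2.08 CPM against 4201 ± 518 CPM in heart (log2 fold change 2.15, standard error 0.72, adjusted p = 0.0379). Igf2, a growth factor of the developing heart, rose from 23.2 ± 0.269 to 87.6 ± 27.1 CPM (log2 fold change 1.92, standard error 0.23, adjusted p = 2.69e-04). Tbx20, a T-box factor of chamber development, rose from 13.6 ± 3.39 to 26.9 ± 2.29 CPM (log2 fold change 0.98, standard error 0.23, adjusted p = 0.00864). Vegfa, the angiogenic growth factor, went from 117 ± 50.4 to 282 ± 54.7 CPM (log2 fold change 1.27, standard error 0.31, adjusted p = 0.00907). Wnt11, a noncanonical Wnt ligand of cardiogenesis, went from 0.347 ± 0.360 to 2.71 ± 1.87 CPM (log2 fold change 2.95, standard error 0.72, adjusted p = 0.00997). Hand2, a helix-loop-helix factor of ventricle formation whose exons overlap another gene, stood at 58.4 ± 7.06 CPM in CFs and 76.7 ± 7.47 CPM in iCMPs (log2 fold change 0.39, standard error 0.20, adjusted p = 0.146) and did not pass edgeR's test. Among the transduced factors, whose counts hold transgene reads, Gata4 rose from 84.0 ± 7.01 to 227 ± 14.5 CPM and Mef2c from 0.888 to 86.1 ± 40.2 CPM. Without iCMP replicate 1 the adjusted p was 0.0606 for Vegfa, 0.0704 for Wnt11, 0.0682 for Myl4 and 0.0569 for Mybpc3. Mybpc3 also did not pass without iCMP replicate 2 (0.182), without heart replicate 1 (0.0877) or 2 (0.0901), in a fit of the 4 CF and iCMP libraries alone (0.117) or with DESeq2 (0.0911). From the induction of these genes, the paper concludes that CM gene regulatory networks were activated. 

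**Figure D2:**
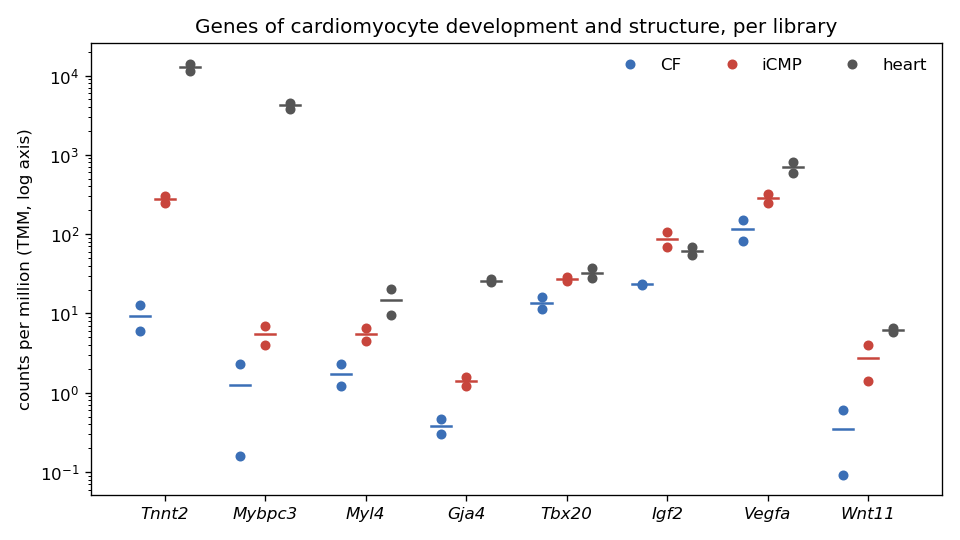
CPM (TMM-scaled, log axis) of 8 genes of CM development and structure in each library, with points for the 2 CF (blue), 2 iCMP (red) and 2 heart (grey) libraries and a line at each group mean. Tnnt2 lies at 276 CPM in iCMPs, between the CF mean of 9.37 and the heart mean of 12854 CPM.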

Fibroblast and proliferation gene expression were reduced (e.g., *Col3a1*, *S100a4*, *Vim*, *Mki67*, *Mcm2*). 

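Proliferation markers and fibroblast markers of Fig. 3c such as S100a4 were lower in iCMPs than in CFs. All 5 proliferation markers were lower. Of 5 fibroblast markers 4 were lower, 0 were higher and 1 did not pass edgeR's test (5 lower when adjusted over the list alone). Mki67 stood at 279 ± 7.41 CPM (SD, n = 2) in CFs and 11.9 ± 7.72 CPM in iCMPs, a log2 fold change of -4.56 (standard error 0.44, adjusted p = 9.05e-05). Mcm2 stood at 234 ± 15.0 and 97.5 ± 17.4 CPM, a log2 fold change of -1.27 (standard error 0.18, adjusted p = 5.98e-04). Vim, the mesenchymal intermediate filament vimentin, fell from 2534 ± 87.7 to 1239 ± 96.2 CPM (log2 fold change -1.03, standard error 0.20, adjusted p = 0.00294). S100a4, a calcium-binding fibroblast marker whose exons overlap another gene, fell from 464 ± 63.0 to 63.8 ± 22.1 CPM (log2 fold change -2.86, standard error 0.27, adjusted p = 8.87e-05). Col3a1, the fibrillar collagen type III chain, went from 561 ± 6.23 to 409 ± 19.0 CPM, a log2 fold change of -0.46 (standard error 0.16, adjusted p = 0.0502) that did not pass edgeR's test but passed with DESeq2 (adjusted p = 0.00175). In the wider list of 34 fibroblast and matrix genes, 7 were higher, 10 were lower and 17 did not pass (7 higher and 11 lower when adjusted over the list alone). Col12a1, a fibril-associated collagen, fell to 22.3 ± 5.10 CPM (log2 fold change -2.50), whereas 2 proteoglycan genes rose. Dcn, decorin, went from 226 ± 33.9 to 1159 ± 213 CPM and Lum from 0.946 to 72.8 ± 11.0 CPM. As a set these genes gave an adjusted p of 0.431 by camera, and 4 were higher without CF replicate 1, iCMP replicate 1 or iCMP replicate 2.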

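None of the endothelial, smooth muscle, adipocyte and skeletal muscle markers of Fig. 3c that could be tested was higher in iCMPs than in CFs by edgeR's test, with 0 also at an unadjusted p under 0.05 and by DESeq2. Of 5 endothelial markers 2 were lower and 3 did not pass, of 5 smooth muscle markers 4 were lower and 1 did not pass, and of 4 tested adipocyte markers 1 was lower and 3 did not pass, all by edgeR's quasi-likelihood test; 1 endothelial marker was lower without CF replicate 2 or iCMP replicate 2, and 2 adipocyte markers were lower without iCMP replicate 2. Cd34, a surface sialomucin of endothelial and progenitor cells whose exons overlap another gene, fell from 85.0 ± 8.48 to 15.8 ± 0.0825 CPM (SD, n = 2 each; log2 fold change -2.43, standard error 0.16, adjusted p = 2.88e-05). Vwf, von Willebrand factor, stood at 0.542 ± 0.145 and 0.565 ± 0.00990 CPM (log2 fold change 0.06, standard error 0.28, adjusted p = 0.897). Cdh5, the endothelial cadherin, was at 0.220 CPM in CFs and 0.0121 CPM in iCMPs (adjusted p = 0.0176), a call lost without CF replicate 2 (adjusted p = 0.114) or iCMP replicate 2 (0.102). Acta2, smooth muscle actin, fell from 1755 ± 149 to 689 ± 2.69 CPM (log2 fold change -1.35, standard error 0.19, adjusted p = 6.62e-04), and Myh9, nonmuscle myosin, fell by 1.43 on the log2 scale. Pparg, the adipogenic nuclear receptor, was at 7.19 ± 0.451 and 5.38 ± 1.88 CPM (adjusted p = 0.240; lower without iCMP replicate 2, adjusted p = 0.0437). The skeletal muscle regulators Myog and Myf6 had at most 0.0116 CPM in either group, which is under the level of 3 counts, and with Myod1 and Msgn1 were not tested. Runx2, grouped with them in Fig. 3c, did not pass (adjusted p = 0.0930, lower when adjusted over that list alone). In wider lists, 4 of 23 endothelial genes were higher and 4 lower, and 2 of 20 smooth muscle and myofibroblast genes were higher and 12 lower, with the same counts when each was adjusted over the list alone. Without iCMP replicate 1, heart replicate 1 or heart replicate 2, 2 endothelial genes were higher, and without CF replicate 1, iCMP replicate 1 or iCMP replicate 2, 1 smooth muscle gene was higher. Of 8 tested genes of a wider adipocyte list 3 were higher and 1 lower (2 lower without iCMP replicate 2), and of 16 of a skeletal muscle list 1 was higher and 4 lower, both also when adjusted over the list alone. Of the skeletal muscle genes 0 were higher without CF replicate 1 or iCMP replicate 2 and 2 without CF replicate 2 or heart replicate 1, and 1 was lower without iCMP replicate 2 and 2 without CF replicate 2, iCMP replicate 1, heart replicate 1 or heart replicate 2. By camera the adipocyte list gave an adjusted p of 0.177 (0.0367 with at least 10 counts in every library) and the skeletal muscle list 0.660. The 27 endothelial, red cell and macrophage genes with at least 50 CPM in heart stood at a median 0.0298% of their heart level in CF replicate 1, 0.113% in CF replicate 2, and 0.0744% and 0.0652% in the iCMP libraries.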

GMTMy did not induce the expression of markers common to other cardiovascular cell fates (endothelial cells, smooth muscle cells), competing lineages (adipocytes) [13], or noncardiac muscle (skeletal muscle). 

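Of the 19 genes listed for quantitative PCR in Table S2, 18 could be tested in the sequencing data. In iCMPs 9 were higher than in CFs, 3 were lower and 6 did not pass edgeR's quasi-likelihood test (10 higher when adjusted over the list alone). Tbx5 rose from 0.288 to 44.5 ± 15.6 CPM (SD, n = 2) and Myocd from 0.0461 to 10.8 ± 3.15 CPM, both transduced, so transgene reads enter these counts. The reference gene Rpl13a, a ribosomal protein gene, stood at 1092 ± 42.8 CPM in CFs, 1183 ± 170.1 CPM in iCMPs and 801 ± 70.2 CPM in heart, with a log2 fold change of 0.12 (standard error 0.20, adjusted p = 0.684) between iCMPs and CFs. B2m, beta-2 microglobulin and the other reference gene, stood at 359.8 ± 220.2 CPM in CFs and 721 ± 131 CPM in iCMPs, a log2 fold change of 1.00 (standard error 0.38, adjusted p = 0.0633); it was higher in iCMPs without CF replicate 1 (log2 fold change 1.82, adjusted p = 1.42e-04), with no low-count filter (0.0392) and with at least 10 counts in every library (0.0362). Cnn1, the smooth muscle protein calponin, was at 4.41 ± 0.177 CPM in CFs and 2.92 ± 0.499 CPM in iCMPs (adjusted p = 0.147). Myod1 had no count in any CF or iCMP library and 0.0214 CPM in heart, under the level of 3 counts.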

To validate RNA sequencing findings, expression patterns for a subset of genes were studied using reverse transcription-quantitative PCR, revealing similar results (Additional file 1: Fig. S6). 

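Markers of cardiac progenitors moved both ways between CFs and iCMPs. Of 9 tested progenitor markers 2 were higher in iCMPs, 4 were lower and 3 did not pass edgeR's test, also when adjusted over the list alone (camera adjusted p = 0.462; adjusted p = 0.839 with an estimated correlation). Kdr, the VEGF receptor of mesodermal progenitors and endothelium, fell from 2.29 ± 0.0254 to 0.689 ± 0.426 CPM (SD, n = 2 each; log2 fold change -1.71, standard error 0.35, adjusted p = 0.00452) and stood at 522 ± 96.0 CPM in heart. Kit, a receptor tyrosine kinase, stood at 0.405 ± 0.0443 CPM in iCMPs and was lower than in CFs (log2 fold change -1.15, standard error 0.36, adjusted p = 0.0302). The Kit call was lost without CF replicate 1 (adjusted p = 0.265), iCMP replicate 1 (0.0713) or 2 (0.122), or heart replicate 1 (0.0615) or 2 (0.0654), and in a fit of the 4 CF and iCMP libraries alone (0.121). Fgf10, a growth factor of the second heart field, fell by 2.94 on the log2 scale (adjusted p = 3.64e-04). Nkx2-5, the homeobox factor of cardiac commitment, had 0.0578 CPM in CFs and 0.0231 CPM in iCMPs, under the level of 3 counts, against 91.2 ± 28.7 CPM in heart. By immunocytology, the paper reports NKX2-5, MESP1, KDR and CXCR4 protein in part of the reprogrammed cells, and no c-Kit. The stained cells were GMTMy-transduced cultures rather than sorted iCMPs, so these transcripts differ from that result in measure and in cell population. Myh6, the target of the beacons used for sorting with Myh7, had 0.276 and 11.7 CPM in CF replicates 1 and 2, 0.628 ± 0.201 CPM in iCMPs and 24526 ± 2082 CPM in heart, and its log2 fold change of -3.24 (standard error 1.18, adjusted p = 0.0520) between iCMPs and CFs did not pass. Myh6 was called lower with DESeq2 (adjusted p = 0.0128), with no low-count filter (0.0203), with at least 10 counts in every library (0.0398) and without CF replicate 1 (log2 fold change -4.20, adjusted p = 2.05e-07), and its log2 fold change was 1.18 without CF replicate 2 (adjusted p = 0.184). Nppb, the natriuretic peptide B gene of the fetal program, fell from 0.462 ± 0.295 to 0.0341 ± 0.0140 CPM (adjusted p = 0.00945, 0.0534 without iCMP replicate 1).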

In summary, these analyses suggest that iCMPs possess transcriptional signatures that are different from cardiac fibroblasts and similar to CM precursor cells.

### iCMPs differentiate into sarcomere-forming CM-like cells

Having shown that iCMPs display progenitor/precursor features, such as CPC marker expression and self-renewing proliferation capacity, we next explored the ability of iCMPs to give rise to functional CMs, a fundamental requirement for cell products meant to regenerate muscle of infarcted hearts. To initiate differentiation in iCMPs, we followed an established protocol that uses 5-azacytidine and TGFB1 (Fig. 4a) [35]. Within 20 days of differentiation, iCMPs changed their morphology from small size and round shape to large size and rod-like shape. Immunocytological analyses revealed dense, striated expression patterns for the contractile proteins cTnT, α-actinin, and myosin, indicating sarcomere formation (Fig. 4b). However, despite sarcomere assembly, iCMP-derived CMs did not contract spontaneously. Notably, there were no signs for endothelial or smooth muscle cell differentiation as CD31-positive cells were not detected and the number as well as the fluorescence intensity of alpha smooth muscle actin-positive cells did not change (Fig. 4b). There was also no sign for iCMP dedifferentiation. These results indicate that iCMPs are CM precursor-like cells that are able to differentiate into rod-shaped CM-like cells with organized sarcomeres.

**Fig. 4:**
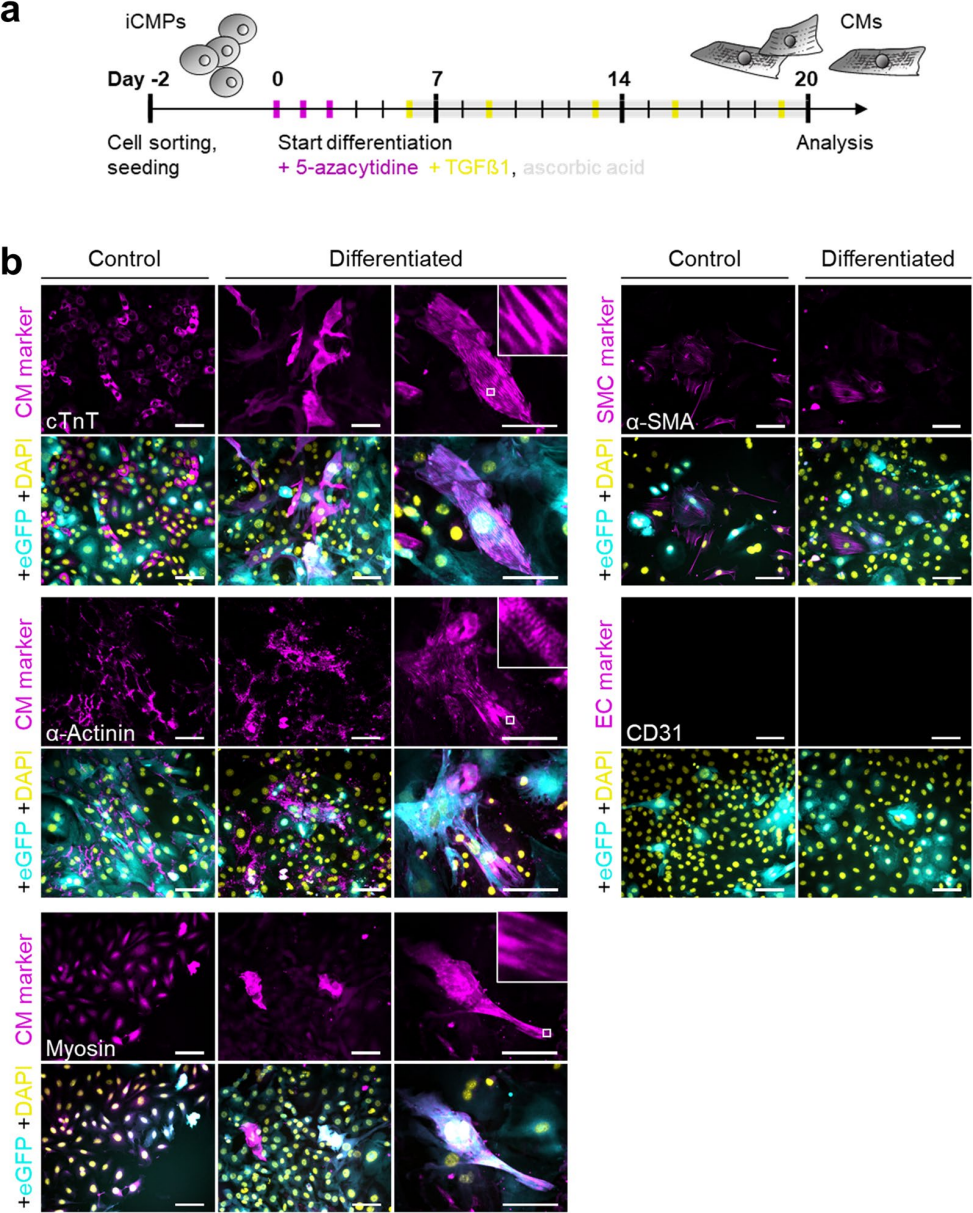
iCMPs differentiate into sarcomere-forming CM-like cells. **a** Schematic outline of the protocol used to differentiate iCMPs into CMs. **b** Immunofluorescent staining for cardiovascular lineage markers (magenta) in combination with eGFP (cyan) in iCMPs 20 days after differentiation initiation. iCMPs differentiate into CM as indicated by sarcomere-like striations in cells labeled by cTnT, α-actinin, and myosin. Neither CD31-positive cells nor an increase in number or fluorescence intensity of alpha smooth muscle actin (α-SMA)-positive cells are evident. DAPI (yellow) marks cell nuclei. Scale bars, 100 µm Figure 5

### Intramyocardial iCMP transplantation after acute ischemic injury prevents CM loss, attenuates fibrotic scarring, and preserves left ventricular function

Having demonstrated that iCMPs are capable of partial CM differentiation in vitro, we next evaluated their therapeutic efficacy in vivo in a murine model of myocardial infarction. For that purpose, we permanently ligated the left anterior descending artery of adult C57BL/6 J hearts, injected 500,000 purified iCMPs into the infarct border zone, and measured cardiac function by transthoracic echocardiography every 2 weeks during a 6-week follow-up (Fig. 5a).

**Fig. 5:**
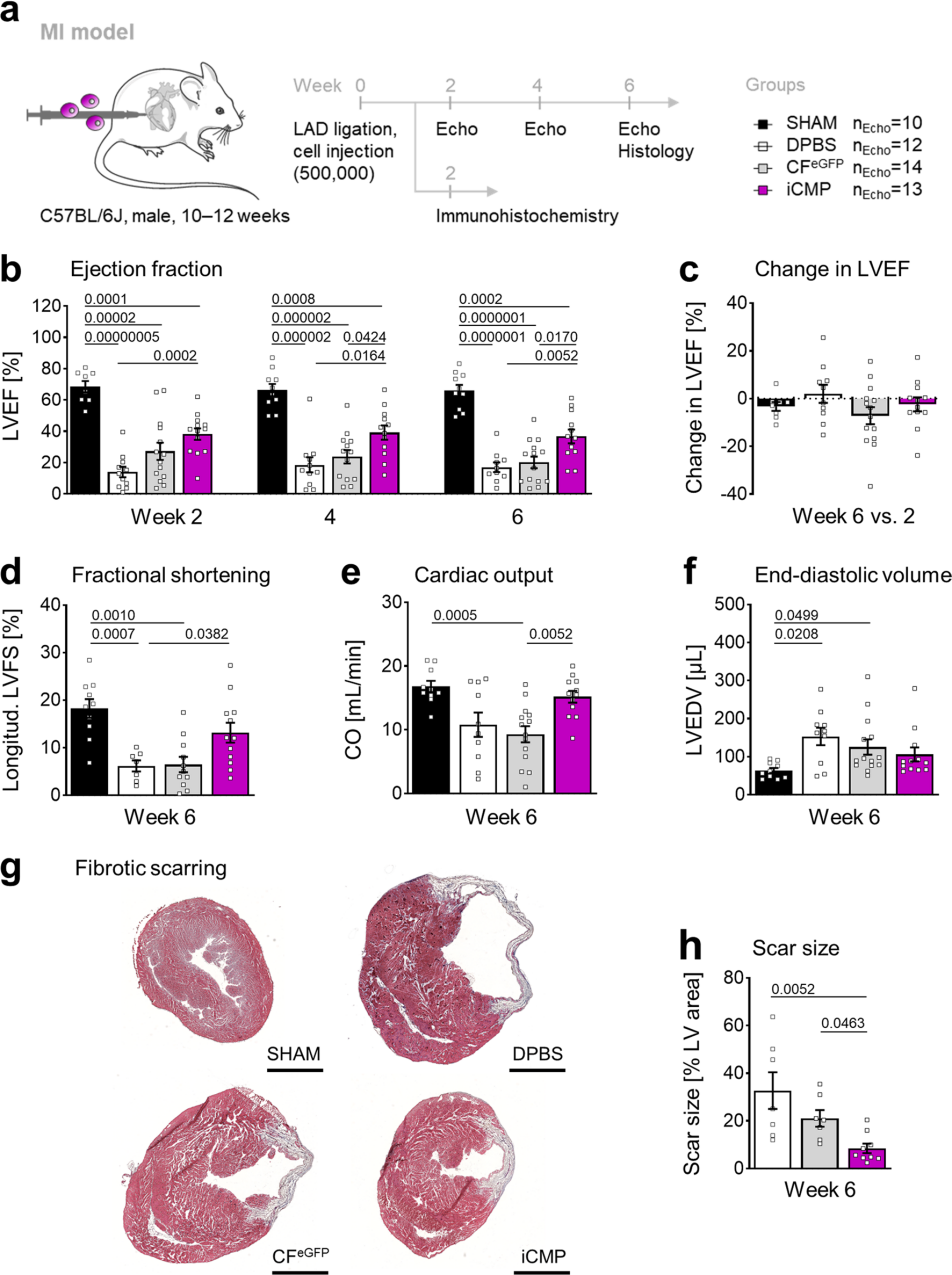
iCMP transplantation attenuates fibrotic scarring and preserves cardiac function after myocardial infarction. **a** Experimental strategy used to evaluate the effect of intramyocardial iCMP transplantation in mice after left anterior descending artery (LAD) ligation and myocardial infarction (MI). Left ventricular performance and geometry were repeatedly measured by transthoracic echocardiography (echo; n_SHAM_ = 10, n_DPBS_ = 12, n_CFeGFP_ = 14, n_iCMP_ = 13 mice). Scar size was determined by histology (n_DPBS_ = 7, n_CFeGFP_ = 7, n_iCMP_ = 9 mice). Cell retention was investigated by immunohistochemistry (n_DPBS_ = 5, n_CFeGFP_ = 5, n_iCMP_ = 6). **b**, **c** Left ventricular pump function is given as LVEF (**b**) or change in LVEF for individual animals over 4 weeks **c**. After iCMP injection, LVEF is stably preserved over the entire follow-up period. **d** Left ventricular contractility is given as longitudinal left ventricular fractional shortening (LVFS). iCMP and SHAM LVFS are not significantly different. **e** Cardiac output (CO), a measure of ejected blood volume, is higher in iCMP animals compared to CF^eGFP^ animals. **f** Left ventricular geometry as determined by left ventricular end-diastolic volume (LVEDV). Compared to SHAM ventricles, DPBS and CF^eGFP^ ventricles are significantly dilated, whereas iCMP ventricle volumes are not significantly different. **g** Representative images of Masson-trichrome–stained heart sections. Red marks muscle fibers, blue marks collagen fibers, light red marks cytoplasm, and dark brown marks cell nuclei. Scale bars, 2 mm. **h** Quantification of scar size in **g** indicates that iCMP injection reduces fibrotic scarring. Scatter plot with bar graph shows mean ± SEM. Overlayed single dots represent individual animals. Cardiac function data were analyzed using a mixed-effects model and Holm-Sidak's post-hoc tests. Change in LVEF data were analyzed using an ordinary one-way ANOVA (F(3, 40) = 1.3, *P* = 0.2755). Additional file 1: Fig. S7b provides additional echocardiography data and statistical test results for all follow-up examinations. Scar size data were analyzed using Kruskal–Wallis test and Dunn’s post-hoc tests (Kruskal–Wallis statistic = 11.18, P_overall_ = 0.0037, P_DPBSvsCFeGFP_ = 1). *P*-values for significant results are shown Figure 6

Regarding survival rates, we observed no adverse effect iCMP transplantation, supporting the safety of our cell product (Additional file 1: Fig. S7a). Regarding cardiac performance, the therapeutic effect of iCMPs was already detectable after 2 weeks, with left ventricular ejection fraction (LVEF) of iCMP-treated animals being significantly higher compared to LVEF of DPBS-treated control animals (mean LVEF ± SEM, iCMP: 38.2 ± 3.7%, CF^eGFP^: 27.3 ± 5.5%, DPBS: 14.0 ± 3.3%, SHAM: 68.5 ± 3.6%; Fig. 5b). After 4 and 6 weeks, LVEF in the iCMP group was significantly better preserved compared to LVEF in both myocardial infarction controls, being almost twice as high as in the DPBS and the CF^eGFP^ group (LVEF week 6, iCMP: 36.8 ± 4.4%, CF^eGFP^: 20.2 ± 3.7%, DPBS: 17.0 ± 3.1%; Fig. 5b), but only half as high as in the healthy SHAM control group (66.0 ± 3.7%). Over the 6-week observation period, mean LVEF was stable in the iCMP group, as was mean LVEF change determined for individual animals (Fig. 5c). After 6 weeks, cardiac contractility measured as longitudinal left ventricular fractional shortening was similar in iCMP and SHAM animals and tended to be higher in iCMP compared to CF^eGFP^ and DPBS animals (Fig. 5d). Correspondingly, iCMP animals showed a noticeably higher volume of ejected blood per unit time (cardiac output; Fig. 5e) or per heart beat (stroke volume; Additional file 1: Fig. S7b). Interestingly, left ventricular dilatation, a precursor of left ventricular dysfunction, was attenuated in iCMP-treated animals (Fig. 5f). Both DPBS- and CF^eGFP^-treated animals showed strongly increased left ventricular end-diastolic volumes, whereas iCMP-treated animals showed no statistically significant difference compared to SHAM animals. Analysis of infarct expansion in Masson-trichrome–stained heart sections revealed that the infarct size in the left ventricular free wall was much smaller in iCMP animals after 6 weeks, which was accompanied by higher left ventricular muscle content and reduced left ventricular wall thinning (Fig. 5g, h). Mean scar size was 8.5 ± 2.0% (mean ± SEM) of the left ventricular cross-sectional area in iCMP animals, compared to 21.1 ± 3.5% and 32.7 ± 7.7% in CF^eGFP^ and DPBS animals, respectively.

Knowing that iCMP transplantation after myocardial infarction results in beneficial effects on cardiac structure and function, we finally sought to determine whether iCMPs engrafted into the infarcted myocardium and if so, how long they survived and whether they differentiated into CMs. Because the reprogramming transgenes were coupled to an eGFP reporter gene, we performed immunohistology for eGFP to locate transplanted iCMPs, in combination with cTnI and CD31 to distinguish CMs and endothelial cells from other nonmyocytes. Cross sections were screened for eGFP-based cell retention from the apex to the ligation site using standard fluorescence as well as confocal microscopy. Unexpectedly, despite increased left ventricular muscle content in iCMP-injected hearts, we did not find definite evidence for iCMP retention and engraftment into myocardium based on eGFP expression, in both week-2 and week-6 cross, strongly suggesting eGFP signal and/or cell loss within 2 weeks sections (no 2-day or 1-week group available). Taken together, these results demonstrate that intramyocardial iCMP transplantation in a murine model of acute myocardial infarction preserves left ventricular function and attenuates adverse structural left ventricular remodeling through an as of yet unknown mechanism.

### iCMPs secrete cardioprotective factors

To understand the mechanism behind the therapeutic effect of iCMP transplantation, we analyzed the paracrine activity of iCMPs in comparison to CFs at the mRNA as well as the protein level [37].

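The mRNA profile of paracrine factors rests on the same CF and iCMP libraries as the global transcriptome, which were made from cells in culture rather than after transplantation, and Fig. S8 lists 61 such factors. Of these, 53 had enough counts to be tested with edgeR's quasi-likelihood test and 8 had not. The factors act outside the cell, and the counts measure the transcripts, not secretion.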

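Of the tested factors of repair processes, some were higher and some lower in iCMPs than in CFs. Pdgfb, a platelet-derived growth factor chain that recruits mural cells, rose from 5.40 ± 0.246 to 11.6 ± 2.99 CPM (SD, n = 2 each), a log2 fold change of 1.10 (standard error 0.20, adjusted p = 0.00250). Lif, a cytokine of the interleukin-6 family, rose by 1.71 on the log2 scale (adjusted p = 3.29e-04), and Thbs1, the matrix protein thrombospondin 1, from 1659 ± 0.828 to 3837 ± 113 CPM (adjusted p = 0.00142). Timp2, an inhibitor of matrix metalloproteinases, rose from 764 ± 129.6 to 1403 ± 140.4 CPM (adjusted p = 0.00739; 0.0537 without CF replicate 2 and 0.0582 without iCMP replicate 1), and its relative Timp1 stood at 415 ± 12.5 and 211 ± 136 CPM (adjusted p = 0.0753). Timp1 was called lower without iCMP replicate 1 (log2 fold change -1.87, adjusted p = 0.00339), without CF replicate 2 (0.0344), with the replicate number as a block (0.0265) and with no low-count filter (0.0433). Bmp4, a morphogen of the TGF-beta family, fell from 56.8 ± 16.1 to 22.2 ± 4.34 CPM (log2 fold change -1.36), and Ptx3, a pattern recognition molecule, from 102 ± 14.4 to 28.1 ± 10.7 CPM (adjusted p = 5.15e-04). Igf1, Hgf, Fgf2, Stc1, Cxcl12, Ang and Pgf did not pass edgeR's test, with an adjusted p of 0.0748 for Igf1; Hgf, Fgf2 and Ang overlap exons of other genes.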

For mRNA-based paracrine profiling, we used existing RNA sequencing data and searched for previously documented paracrine factors related to the following cardiac repair processes (comprehensively reviewed in [38]): (1) stimulation of neovascularization to improve tissue blood supply (e.g., *Vegf*, *Pdgf*, *Ang*, *Pigf*), (2) attenuation of apoptosis to limit CM death (e.g., *Hgf*, *Igf*, *Fgf2*, *Stc1*, *Sdf1*), (3) attenuation of fibrosis to prevent adverse ventricular remodeling (e.g., *Timp1*, *Timp2*, *Thbs1*, *Sfrp2*), and (4) attenuation of inflammation to prevent an excessive and or/ chronic inflammatory response (e.g., *Il10*, *Tsg6*, *Ptx3*, *Tnfrsf1a*). Gene expression analysis revealed distinct factor expression profiles with little overlap for CFs and iCMPs (Additional file 1: Fig. S8). 

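Of the 53 tested factors of Fig. S8, 18 were higher in iCMPs than in CFs, 10 were lower and 25 did not pass edgeR's test (18 higher and 11 lower when adjusted over the list alone); the study selected them from a literature review. Of 4 tested factors against inflammation 2 were higher, the receptor gene Tnfrsf1a and the hyaluronan-binding Tnfaip6, and 2 lower (1 lower in each fit with a library left out except that without CF replicate 1). Tnfrsf1a did not pass without CF replicate 1 (adjusted p = 0.0630), CF replicate 2 (0.117) or iCMP replicate 1 (0.115), nor Tnfaip6 without iCMP replicate 1 (0.209), heart replicate 1 (0.0547) or heart replicate 2 (0.0561), or with the replicate number as a block (0.0654). Tgfb1, the main fibrogenic cytokine, rose from 37.3 ± 0.412 to 57.3 ± 0.469 CPM (SD, n = 2 each; log2 fold change 0.62, standard error 0.14, adjusted p = 0.00794), and Tgfb3, a related ligand, by 1.19 on the log2 scale. Lgals3, the lectin galectin 3, fell from 28.1 ± 2.88 to 7.64 ± 0.483 CPM (log2 fold change -1.88, standard error 0.22, adjusted p = 2.61e-04). The paper, in contrast, names galectin-3 among the proteins found only in iCMP medium. That medium was collected under ischemic conditions and the RNA was not, and protein was not analysed here.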

Factors with high expression levels in iCMPs had low expression levels in CFs and vice versa. It was also striking that in iCMP samples, the expression levels for the majority of factors were higher, including those for proinflammatory factors.

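Factors that stimulate inflammation were mostly higher in iCMPs. Of 6 that could be tested, 5 were higher in iCMPs than in CFs, none was lower (0 also at an unadjusted p under 0.05 and by DESeq2, 1 without CF replicate 1) and 1 did not pass edgeR's test, also when adjusted over the list alone. Ccl2, a chemokine that attracts monocytes, rose from 183 ± 53.9 to 433 ± 158 CPM (SD, n = 2 each), a log2 fold change of 1.24 (standard error 0.29, adjusted p = 0.00749), but with an adjusted p of 0.0642 without iCMP replicate 1. Il1a, the interleukin 1 alpha gene, whose exons overlap another gene, rose from 0.289 ± 0.0154 to 2.82 ± 0.440 CPM (log2 fold change 3.27, standard error 0.43, adjusted p = 4.30e-04). Il6, the interleukin 6 gene, stood at 9.01 ± 1.55 CPM in CFs and 16.4 ± 12.6 CPM in iCMPs (log2 fold change 0.86, standard error 0.48, adjusted p = 0.179); without iCMP replicate 2 it was higher (log2 fold change 1.49, adjusted p = 0.00828), and without iCMP replicate 1 its log2 fold change was -0.28 (adjusted p = 0.598). Over all 61 factors, with or without a test, the mean was higher in iCMPs for 33 and lower for 25. In a separate list of 21 tested chemokines and inflammatory cytokines, 11 were higher, 3 were lower and 7 did not pass (12 higher and 3 lower when adjusted over the list alone; camera adjusted p = 5.12e-04; adjusted p = 0.696 with an estimated correlation). Without iCMP replicate 1, 7 of these were higher, and without iCMP replicate 2 1 was lower. Cx3cl1, the membrane-bound chemokine fractalkine, rose from 10.1 ± 1.13 to 73.5 ± 4.43 CPM (adjusted p = 2.68e-05). From the expression of these factors, the paper proposes in the legend of Fig. S8 that iCMPs have a cardioprotective secretome.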

For the protein-based paracrine profiling, we performed mass spectrometric analysis on media supernatans from iCMP and CFs cultured for 24 h or 72 h under infarct-like, ischemic conditions. Here, we also found distinct protein secretion profiles for each cell type. The number of all detected proteins alone was significantly higher in iCMP samples compared to CF samples, both after 24 h (number of detected proteins: iCMPs vs CFs, 345 vs 227) and after 72 h of ischemia (652 vs 448 proteins) (Fig. 6a, upper tables). Similar numbers of proteins were detected in media supernatants of CFs after 72 h ischemia or normoxia (448 vs 392 proteins), whereas significantly more proteins were found in media supernatants of iCMPs after 72 h ischemia compared to normoxia (652 vs 401 proteins) (Fig. 6a, upper tables). This phenomenon was also evident for proteins unique to each condition (Fig. 6a, lower tables).

**Fig. 6:**
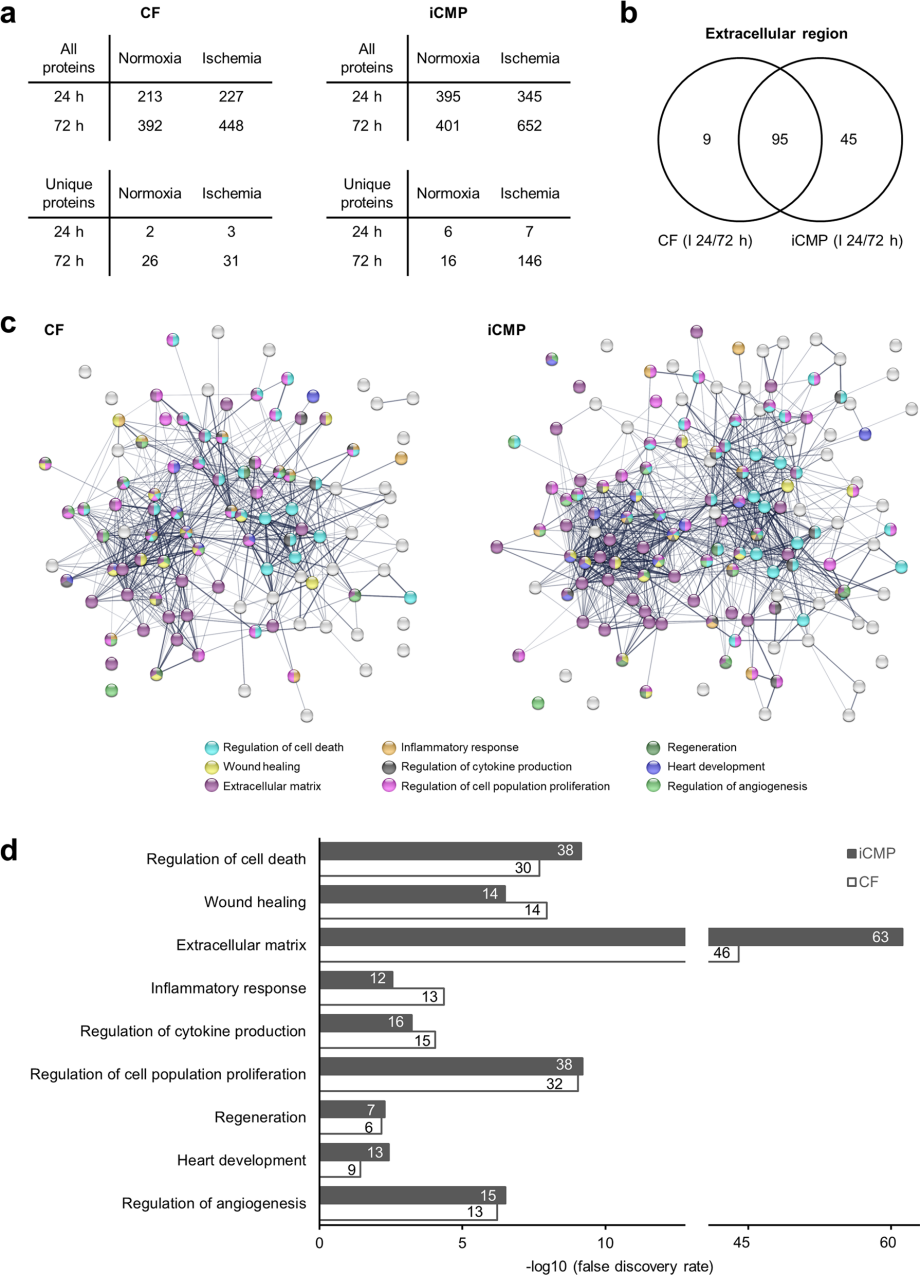
Proteomic analysis of iCMP and CF secretomes by mass spectrometry reveals distinct quantitative and qualitative paracrine expression profiles **a** Number of total and unique proteins detected by mass spectrometry in medium supernatants of iCMPs (*n* = 3) and CFs (*n* = 3) cultured under normoxic (21% O_2_, 1 g/l glucose) or ischemic (1% O_2_, no glucose) conditions for 24 h or 72 h, revealing a superior secretory activity for iCMPs under ischemic conditions. **b** Venn diagram for extracellular proteins (gene ontology term 0005576 “extracellular region”) of CFs (104 proteins) and iCMPs (140 proteins) cultured under ischemia **I** for 24–72 h. Single proteins are listed in Additional file 1: Table S3. **c** Protein interaction networks and functional enrichment analysis for biological processes and cellular components related to cardiac repair for proteins of CFs and iCMPs in b, generated using the STRING database. **c** Bar graph showing the enriched biological processes and cellular components related to cardiac repair for iCMPs and CFs, the annotated protein count, and the significance of enrichment. The iCMP secretome is significantly enriched with proteins associated with the regulation of cell death, extracellular matrix, and heart development

We then focused on extracellular proteins secreted by iCMPs and CFs under ischemia (24 and 72 h) (Fig. 6b) and subjected these proteins to network and functional enrichment analyses for cardiac repair processes (Fig. 6c). We found that the iCMP secretome not only contained more proteins involved in the regulation of cell death, extracellular matrix composition, or heart development, but also that the significance of enrichment for these processes was much higher (Fig. 6d). By contrast, for the CF secretome, the significance of enrichment for biological processes such as wound healing (including negative regulation of wound healing), inflammatory response (including heart inflammation), and cytokine production was higher, despite comparable annotated protein counts.

Among the proteins secreted exclusively by iCMPs, we noticed galectin-3 (LGALS3; Additional file 1: Table S3) and the protein S100–A10 (S100A10). Galectin-3 has been reported to have beneficial effects on the outcome of wound healing, infarct size, macrophage infiltration, fibrosis, ventricular remodeling, ventricle dilation, and heart function, particularly when present in the early phase after myocardial infarction [39]. The protein S100-A10 (S100A10) is reportedly associated with macrophage invasion and migration via MMP9 signaling, although as of yet in the context of tumor growth and metastasis (reviewed in [40]). In summary, these results suggest that iCMPs display a quantitative superior paracrine activity compared to CFs and that the qualitative secretome composition differs in terms of factors related to CM survival, wound healing, extracellular matrix deposition, inflammatory response, cytokine production and heart development.

## Discussion

In the present study, we provide evidence that enforced *GMTMy* expression converts heart-derived fibroblasts into expandable cells with a pre-cardiomyocyte phenotype that can be purified based on *Myh6/7* expression using molecular beacon technology. After myocardial infarction, intramyocardial transplantation of these induced precursors (iCMPs) resulted in decreased scar size and preserved cardiac contractility. To the best of our knowledge, this is the first report on therapeutically active, CM precursor-like cells generated by direct fibroblast reprogramming and molecular beacon selection.

GMTMy activated global cardiac gene regulatory networks and induced the expression of a broad spectrum of CM lineage markers in fibroblasts, with our induction efficiencies being in the range of previously published direct cardiac reprogramming protocols [13]. Surprisingly, GMTMy also preserved mitotic activity and induced CPC markers, pointing toward the generation of proliferating iCM precursors in parallel to quiescent iCMs. Previous studies found no signs for the simultaneous emergence of CMs and their precursors [14, 41–43], although this scenario is not far-fetched. Cellular reprogramming usually proceeds asynchronously, resulting in heterogenous cell populations with various intermediate conversion stages [14, 44–46]. Possible explanations for our observation may include: (1) iCMPs emerge specifically after *GMTMy* transduction, (2) iCMP generation and maintenance is supported by regular subculture that impedes iCM formation, and (3) other protocols induce only a transient iCMP state that is easily overlooked. It remains to be determined whether the iCMP state overlaps with normal CM development or whether it is completely artificial. Single-cell-based transcriptome analyses will also be of interest to assess priming for specific CM subtypes. With regard to clinical translation, the use of nonintegrating Sendai viruses instead of lentiviruses or a chemical equivalent for the transgene-driven lineage conversion protocol is desirable, as certainly is the testing of adult and noncardiac fibroblast sources.

Obtaining a pure cell population after reprogramming is imperative for any future therapeutic application. We selected iCMPs based on intracellular *Myh6/7* mRNA expression and enriched them by fluorescence-activated cell sorting. To avoid the use of a transgenic reporter system, which would complicate both experimental protocols and clinical translation, we used molecular beacon technology, a genetic-modification–free platform that uses transfectable mRNA hybridization probes for cell labeling and is compatible with clinical use. The *Myh6/7* beacons used in this study have previously been used to purify human induced pluripotent stem cell(iPSC)-derived cells, which integrated into ischemic myocardium and elicited therapeutic benefits after transplantation in a mouse model of myocardial infarction [47]. Our in vivo results are consistent with these observations and demonstrate the suitability of the molecular beacon technology to generate therapeutic cell products. Due to the sensitivity of molecular beacons to enzymatic degradation, their intracellular presence is of short duration, minimizing side effects after cell transplantation. Importantly, the molecular beacon portfolio could easily be extended to subpopulations of ventricular-, atrial-, and/or pacemaker-primed iCMPs, as demonstrated for the purification of IRX4(iroquois homeobox 4)–positive ventricular CMs from differentiating embryonic stem cells [48]. Interestingly, human iPSC-derived CM-fated progenitors have been sorted based on the cell surface protein CD82 [49], and our RNA sequencing data show higher CD82 expression in iCMPs compared to cardiac fibroblasts and adult heart tissue. However, because CD82 is implicated in cell proliferation rather than CM fate decision, CD82 alone may be insufficient to enrich iCMPs and additional CM-specific markers would be required.

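Cd82, which encodes a tetraspanin of the cell surface, lies on chromosome 2 from 93419111 to 93463140 of GRCm38. It was higher in iCMPs than in both other groups, at 35.0 ± 3.69 CPM in CFs, 76.8 ± 9.53 CPM in iCMPs and 13.7 ± 1.23 CPM in heart (SD, n = 2 each). The log2 fold change was 1.13 (standard error 0.17, adjusted p = 9.37e-04) against CFs and 2.49 (standard error 0.18, adjusted p = 2.64e-06) against heart by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. These are transcript levels, and surface protein was not analysed here.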

To demonstrate a genuine precursor character of iCMPs, we evaluated long-term self-renewal and cardiac differentiation. Regarding phenotype maintenance during expansion, current protocols for tripotent iCPCs and iPSC-derived CPCs require either complex factor cocktails [20, 21, 50, 51] or genetic modification [52]. By contrast, our ascorbic acid approach for unipotent CM precursors is surprisingly simple. A hypothetic explanation for this discrepancy may be that the complex phenomenon of tripotency requires more advanced maintenance efforts than unipotency does. Regarding the mechanistic role of ascorbic acid, we assume that its continued presence is essential not only to prevent iCMPs from reverting back to a fibroblast phenotype but also to sustain proliferation capacity. Our findings are corroborated by previous studies showing that ascorbic acid can indeed maintain the proliferation and differentiation potential of numerous stem and progenitor cells by preventing senescence and supporting epigenetic plasticity (reviewed in [53]). Moreover, in the context of CM generation, ascorbic acid has been shown to enhance CPC proliferation and to promote the cardiomyogenesis of pluripotent stem cells via modulation of SMAD-signaling and synthesis of extra cellular matrix proteins [54, 55], which is why ascorbic acid has now evolved to a standard supplement for routine CM production. Expansion of iCMPs for 27 days generated ~ 6 × 10^6^ iCMPs for every plated cell, with an average population doubling time of 29.3 ± 4.9 h, and no signs for decreasing proliferation capacity during 4 weeks of observation. Thus, iCMP expansion characteristics are similar to those previously reported for tripotent iCPCs [20]. With regard to clinical use of iCMP technology, the fast proliferation kinetics will facilitate the production of therapeutic doses in the magnitude of one billion cells, probably even for repeated administrations [56]. Nevertheless, further research is warranted regarding the performance of adult, extra-cardiac, or patient-derived cells, where age- and disease-related impairment of proliferation may become relevant.

Regarding differentiation, exposure of iCMPs to an established signaling cocktail containing 5-azacytidine and TGFB1 unlocked iCMP phenotype, initiated terminal CM differentiation, and resulted in the formation of sarcomere-forming cells. In our hands iCMPs did not beat spontaneously. We assume that iCMP-derived CMs require additional soluble, metabolic, topographic, electrical, mechanical, and/or cellular cues for maturation provided either by cardio-mimetic in vitro systems or the native cardiac in vivo environment. Polyinosinic‐polycytidylic acid-based epigenetic priming of progenitor cells may be another option to enhance CM maturation [57].

In a mouse model of myocardial infarction, intramyocardial iCMP transplantation resulted in smaller scar size and higher LVEF compared to DPBS injection or CF^eGFP^ transplantation. This therapeutic effect of unipotent iCMPs is in agreement with previous observations in direct reprogramming studies made after tripotent iCPC transplantation or in vivo reprogramming of infarct fibroblasts into iCMs in rodent models of myocardial infarction (Table 1) [13]. Therapeutic effect occurrence and sustainability were also similar; group differences of cardiac parameters were first detected after 2–4 weeks and sustained for 4–12 weeks in longitudinal studies. Interestingly, the comparison of mean group differences (treatment – placebo) for LVEF and scar size across numerous studies suggests that iCPC transplantation is more effective in preserving LVEF, whereas in vivo reprogramming is more effective in preventing fibrotic scarring, and that iCMP transplantation is highly effective in both preserving function and preventing fibrosis (Table 1). Moreover, the comparison of outcomes after transplantation of artificially induced progenitors/precursors derived from young and healthy cell sources and their naturally occurring endogenous counterparts derived from adult heart biopsies suggests a superior therapeutic potential for iCPCs and iCMPs (Table 1) [13, 58]. Age and disease may be responsible for this phenomenon and have to be taken into consideration when it comes to choosing a starting cell source for iCMP generation during clinical development.

**Table 1:** Comparative outcome analysis for different therapeutic approaches in rodent models of acute myocardial infarction

Therapeutic approach	Outcome heart function: LVEF		Outcome tissue remodeling: scar size		References
	Mean group difference^a^ (MIN, MAX) [%]	Study number	Mean group difference^a^ (MIN, MAX) [%]	Study number	
iCMP transplantation after ex vivo fibroblast reprogramming	20	1	− 23	1	This study
iCPC transplantation after ex vivo fibroblast reprogramming	20 (6, 30)	3	− 13 (− 5, − 20)	2	Reviewed in [13]
Endogenous CPC transplantation after ex vivo expansion	12 (0.3, 26)	70	− 8 (− 0.8, − 34)	23	Reviewed in [58]
In vivo reprogramming of infarct fibroblasts into iCMs	11 (4, 27)	7	− 19 (− 5, − 40)	7	Reviewed in [13]

^a^Group difference = treatment – placebo control

The mechanism of action behind the therapeutic effect of iCMP transplantation can, in the absence of cell retention evidence, not be attributed to direct but only to indirect, paracrine effects. We assume that the harsh conditions in the infarcted heart affected cell retention and that the strong GFP autofluorescence of cardiac tissue interfered with reliable cell detection. Cell injection into healthy SHAM animals and the use of modified reporter systems are possible future experimental scenarios to test these assumptions.

To evaluate the paracrine effect of iCMPs and CFs on infarcted hearts, we performed secretory profiling at the mRNA and protein level. Our results suggest that compared to the CF secretome, the iCMP secretome is more complex, containing more proteins, and that many of the proteins are related to a balanced, well-orchestrated healing process after myocardial infarction that limits infarct size, prevents remote fibrosis, counteracts adverse remodeling, limits ventricle dilation, and preserves cardiac function through the secretion of pro-survival factors that prevent CMs death, an acute inflammatory impulse, the infiltration of macrophages and their phagocytotic activity to clear dead cells, extracellular matrix deposition and scar formation to replace lost muscle tissue and to maintain cardiac integrity.

The differences in the secretory profiles of iCMPs and CFs are probably due to their different geno- and phenotypes. However, the complexity and versatility of the iCMP secretome is surprising and raises the question of whether a cell-free therapy would be useful.

In the present study, we used shotgun mass spectrometry to investigate the secreted proteins that contribute significantly to the in vivo performance of iCMPs. In addition to the identified proteins, small cytokines or miRNAs may also play a crucial role in the secretome and should be investigated in future studies.

### Limitations

The general limitations of such experimental studies are manifold and have been highlighted before [13], and our series of experiments is no exception. The mechanism-of-action is not completely clear. Viable cells could not be detected weeks after transplantation. Instead, we found that iCMPs have a distinct secretory profile, which may explain their beneficial effects. However, identification of the exact mechanism-of-action of a given secreted protein on a given aspect of myocardial biology was beyond the scope of our investigation. Similarly, the question of the “proper” control group cannot be answered conclusively. Is every step of our reprogramming and purification protocol absolutely necessary with regard to improving heart function? Could purification be omitted etc.? A definitive answer cannot be provided. Based on the body of knowledge available at the time, we developed this particular protocol to yield a cell population with certain pre-defined characteristics and hypothesized that it will have beneficial effects on the ischemic mouse myocardium. This we could confirm, but that does not mean that modifications of our protocol or altogether different strategies of cell-based therapies cannot be equally or even better suited. In recent years it became abundantly clear that regenerating the myocardium via cell therapy is much more complex than initially hoped for. In this regard, the validity of our experimental approach is not different from many others, and a vast amount of research work remains to be done in order to identify the “best” approach, if there is one.

## Conclusion

GMTMy directly reprograms cardiac fibroblasts into proliferative iCMPs that can be selected for *Myh6/7* expression using molecular beacon technology and expanded to generate therapeutically relevant cell doses. Given their positive effects in the myocardial infarction model, further studies are needed to elucidate the detailed mechanism-of-action and to assess the potential for future translational development.

### Supplementary Information

**Additional file 1 Fig. S1: **Lentiviruses enable efficient transgene delivery into primary cardiac fibroblasts. **Fig. S2:** Preliminary experiments for reprogramming factor selection. **Fig. S3:** GMTMy induces CM-specific protein expression. **Fig. S4:** Gating strategy used for flow cytometric analysis of cTnT protein expression. **Fig. S5:** Myh6/7 molecular beacons can be efficiently delivered into adherent cells and specifically label CMs. **Fig. S6:** Gene expression analyses using RNA sequencing and reverse transcription-quantitative PCR reveal similar expression patterns. **Fig. S7:** iCMP transplantation after myocardial infarction preserves left ventricular performance. **Fig. S8: **Explorative analysis of global transcriptome data for paracrine factors implicated in cardiac repair suggests a cardioprotective secretome for iCMPs. **Table S1:** Antibody details. **Table S2:** Reverse transcription-quantitative PCR primer sequences. **Table S3** Proteins of the secretome (gene ontology term 0005576 “extracellular region”) of iCMPs and CFs as detected by mass spectrometry and their assignment to biological processes and cellular components related to cardiac repair.

## Data Availability

The datasets supporting the conclusions of this article are included within the article and its additional file. RNA sequencing data sets are publicly available via the NCBI Gene Expression Omnibus; the accession number is GSE159315 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE159315). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium [59] via the PRIDE [60] partner repository with the dataset identifier PXD042806 (https://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PXD042806).

## Abbreviations

BHQ2: Black Hole Quencher 2
CF^eGFP^: *eGFP*-transduced cardiac fibroblast
CM: Cardiomyocyte
CPC: Cardiac progenitor cell
cTnT: Cardiac muscle troponin T
Cy5: Cyanine 5
DPBS: Dulbecco's phosphate-buffered saline
eGFP: Enhanced green fluorescent protein
GMTMy: GATA4, MEF2C, TBX5, and MYOCD
iCM: Induced cardiomyocyte
iCMP: Induced cardiomyocyte precursor
iCPC: Induced cardiac progenitor cell
iPSC: Induced pluripotent stem cell
LVEF: Left ventricular ejection fraction
PDL: Population doubling level

# Supplementary material for: Cardiomyocyte precursors generated by direct reprogramming and molecular beacon selection attenuate ventricular remodeling after experimental myocardial infarction
**Source:** Stem Cell Res Ther. 2023 Oct 15;14:296. doi: 10.1186/s13287-023-03519-w
**Supplement:** Supplementary file 1 — Additional file 1 Fig. S1: Lentiviruses enable efficient transgene delivery into primary cardiac fibroblasts. Fig. S2: Preliminary experiments for reprogramming factor selection. Fig. S3: GMTMy induces CM-specific protein expression. Fig. S4: Gating strategy used for flow cytometric analysis of cTnT protein expression. Fig. S5: Myh6/7 molecular beacons can be efficiently delivered into adherent cells and specifically label CMs. Fig. S6: Gene expression analyses using RNA sequencing and reverse transcription-quantitative PCR reveal similar expression patterns. Fig. S7: iCMP transplantation after myocardial infarction preserves left ventricular performance. Fig. S8: Explorative analysis of global transcriptome data for paracrine factors implicated in cardiac repair suggests a cardioprotective secretome for iCMPs. Table S1: Antibody details. Table S2: Reverse transcription-quantitative PCR primer sequences. Table S3 Proteins of the secretome (gene ontology term 0005576 “extracellular region”) of iCMPs and CFs as detected by mass spectrometry and their assignment to biological processes and cellular components related to cardiac repair.

# **Supplementary Information**

**Cardiomyocyte precursors generated by direct reprogramming and molecular beacon selection attenuate ventricular remodeling after experimental myocardial infarction**

Dipthi Bachamanda-Somesh, Kristin Klose, Janita A. Maring, Désirée Kunkel, Karsten Jürchott, Stephanie I. Protze, Oliver Klein, Grit Nebrich, Matthias Becker, Ulrike Krüger, Timo Z. Nazari-Shafti, Volkmar Falk, Andreas Kurtz, Manfred Gossen, Christof Stamm

**
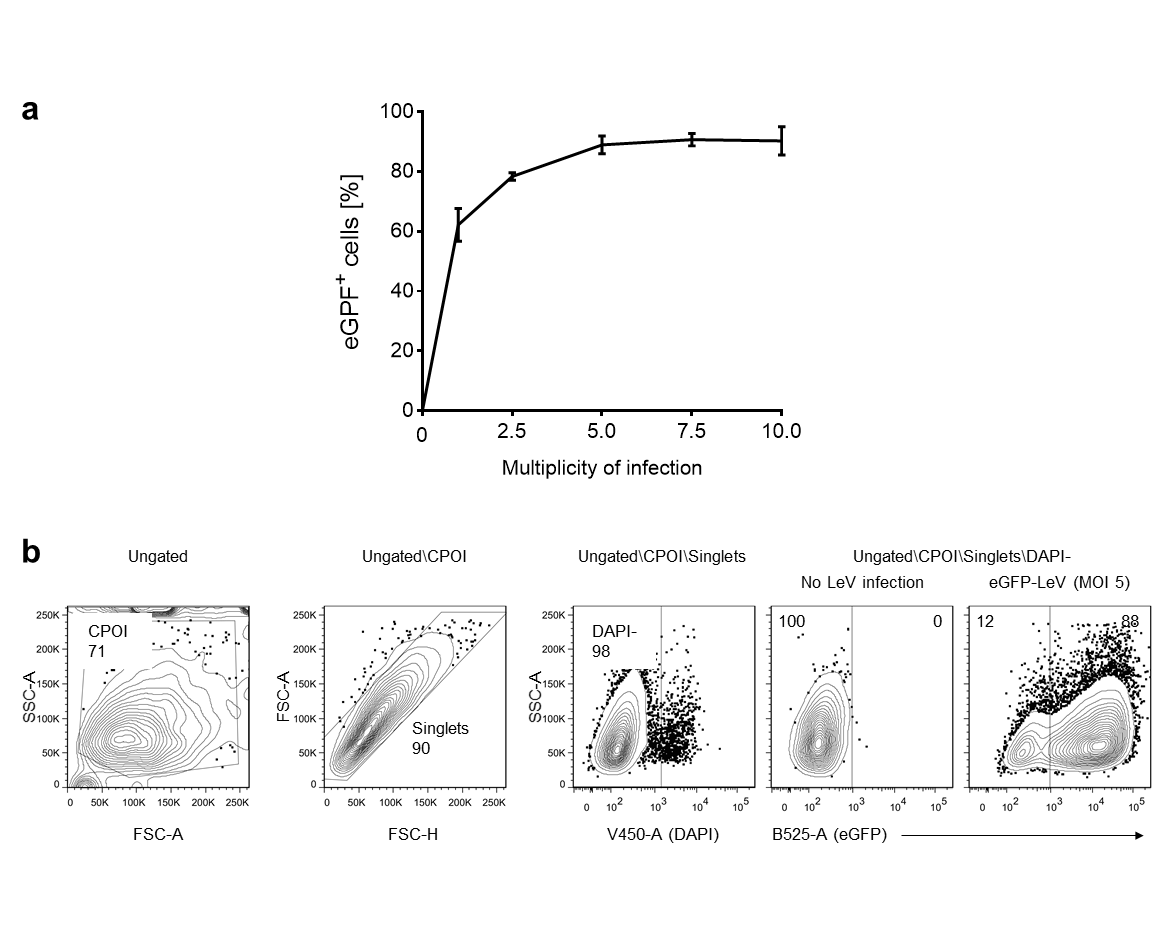
**

## Fig. S1

**Fig. S1** **Lentiviruses enable efficient transgene delivery into primary cardiac fibroblasts**. **a** Assessment of lentiviral transduction efficiency in cardiac fibroblasts by flow cytometry 3 days after eGFP-lentivirus (LeV) infection. At a multiplicity of infection (MOI) of 5, the transduction efficiency was 89 ± 3 %. Increasing the multiplicity of infection beyond 5 did not increase the transduction efficiency, but did increase cell death. Line graph shows mean ± SD (n=2). **b** Contour plots (contour level 5 %) show gating strategy used for flow cytometric analysis of eGFP expression in live, DAPI-negative cells. Quantitative data in all gates are given as percentage of the respective parent population. CPOI, cell population of interest

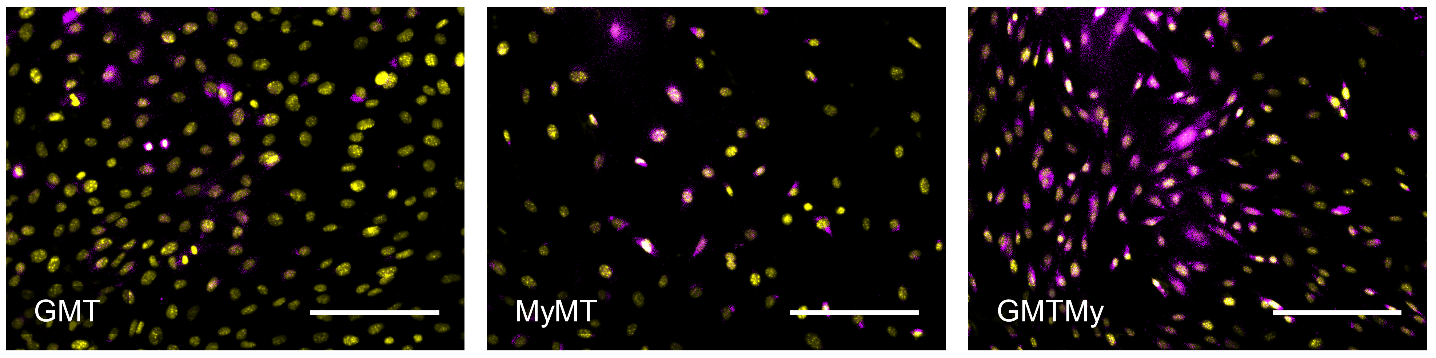

## Fig. S2

**Fig. S2 Preliminary experiments for reprogramming factor selection.** The cardioinductive reprogramming factor combinations GMT (GATA4, MEF2C, TBX5), MyMT (MYOCD, MEF2C, TBX5) and GMTMy (GATA4, MEF2C TBX5, MYOCD) were selected based on a literature search [13]. CF were transduced with these combinations to identify, which combination was most effective in inducing cTnT protein expression. Immunofluorescent staining for cTnT (magenta) 6 weeks post lentiviral infection reveals GMTMy as the most promising candidate (% cTnT+ cells per total cells determined by image analysis: GMT, 8%; MyMT, 24%; GMTMy, 44%). DAPI (yellow) marks cell nuclei. Scale bars, 200 µm

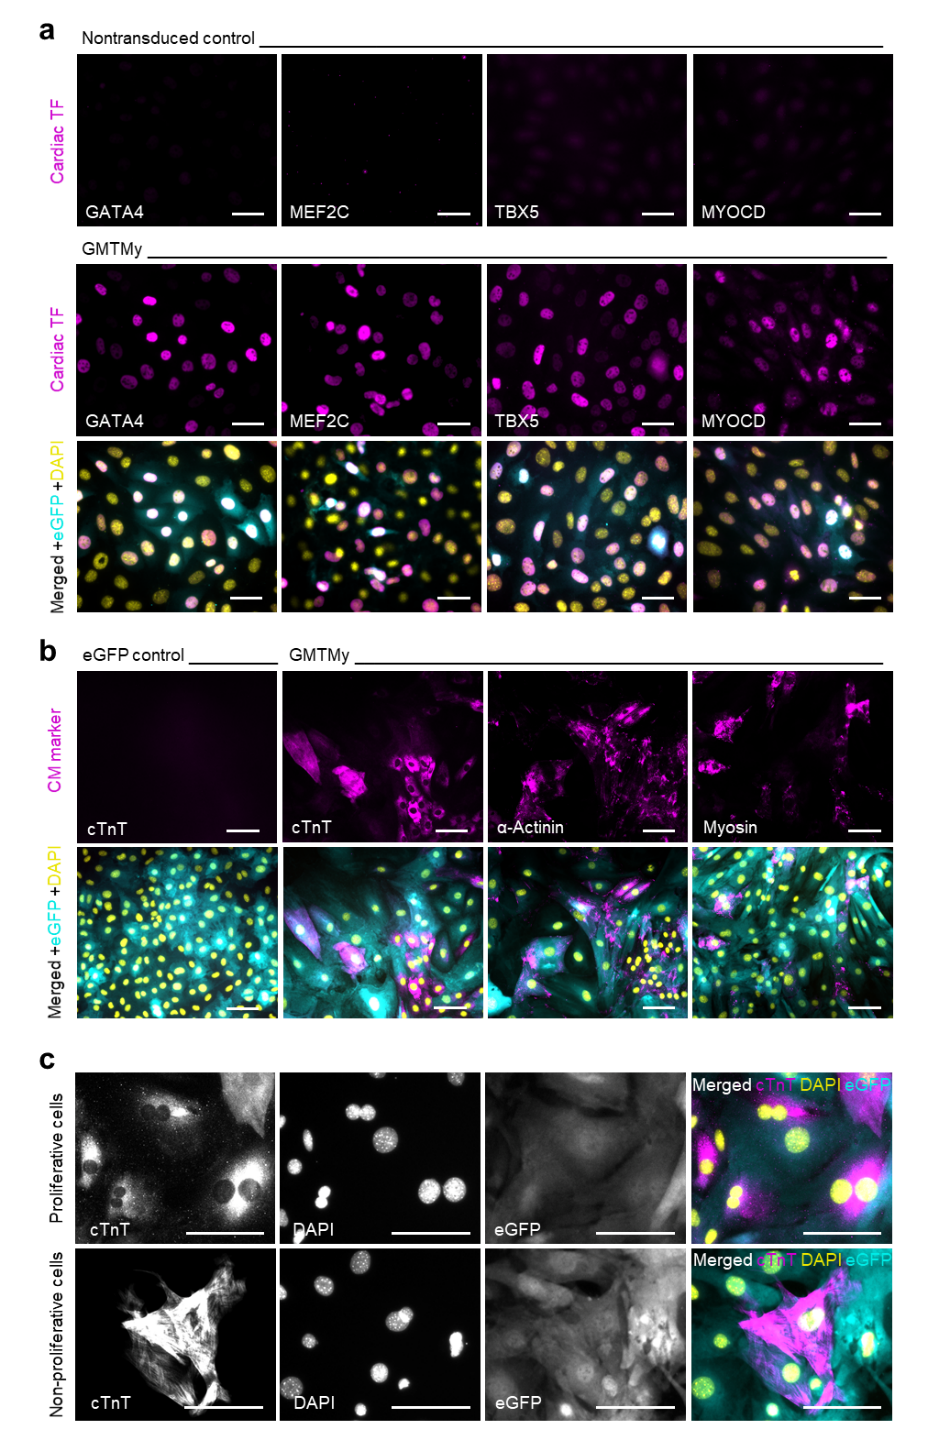

## Fig. S3

**Fig. S3** **GMTMy induces CM-specific protein expression.** **a** Immunofluorescent staining for GATA4, MEF2C, TBX5, or MYOCD (magenta) in nontransduced cardiac fibroblasts (marginal) and in fibroblasts (strong) 3 days after lentivirus infection confirms nuclear overexpression of cardiac transcription factors (TF). Similar overexpression patterns were observed in *GMTMy-*cotransduced cardiac fibroblasts. eGFP (cyan) marks transduced cells, DAPI (yellow) marks cell nuclei. Scale bars, 50 µm. **b** Immunofluorescent staining for cTnT, α-actinin, and myosin (magenta) in combination with eGFP (cyan) 14 days after infection with the GMTMy-lentivirus-cocktail indicates beginning transition toward CM fate. DAPI (yellow) marks cell nuclei. Scale bars, 100 µm. **c** Immunofluorescent staining for CM marker cTnT (magenta) in combination with eGFP (cyan) 14 days after GMTMy-lentivirus infection. DAPI (yellow) marks cell nuclei. Scale bars, 100 µm. Black-and-white images represent single channels, color images represent merged channels of high-magnification immunofluorescence images provided in Fig. 1b, showing that GMTMy coinduced immature, proliferating and more mature, nonproliferative cTnT-positive cells

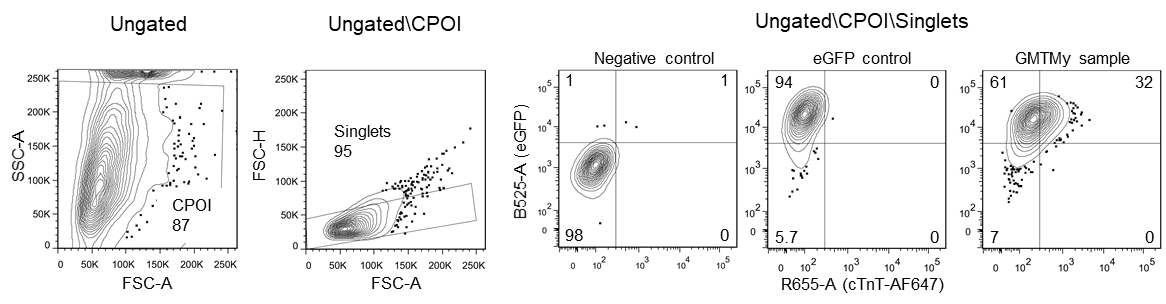

## Fig. S4

**Fig. S4** **Gating strategy used for flow cytometric analysis of cTnT protein expression.** Shown are contour plots (contour level 5 %). Quantitative data in all gates are given as percentage of the respective parent population. CPOI, cell population of interest

**
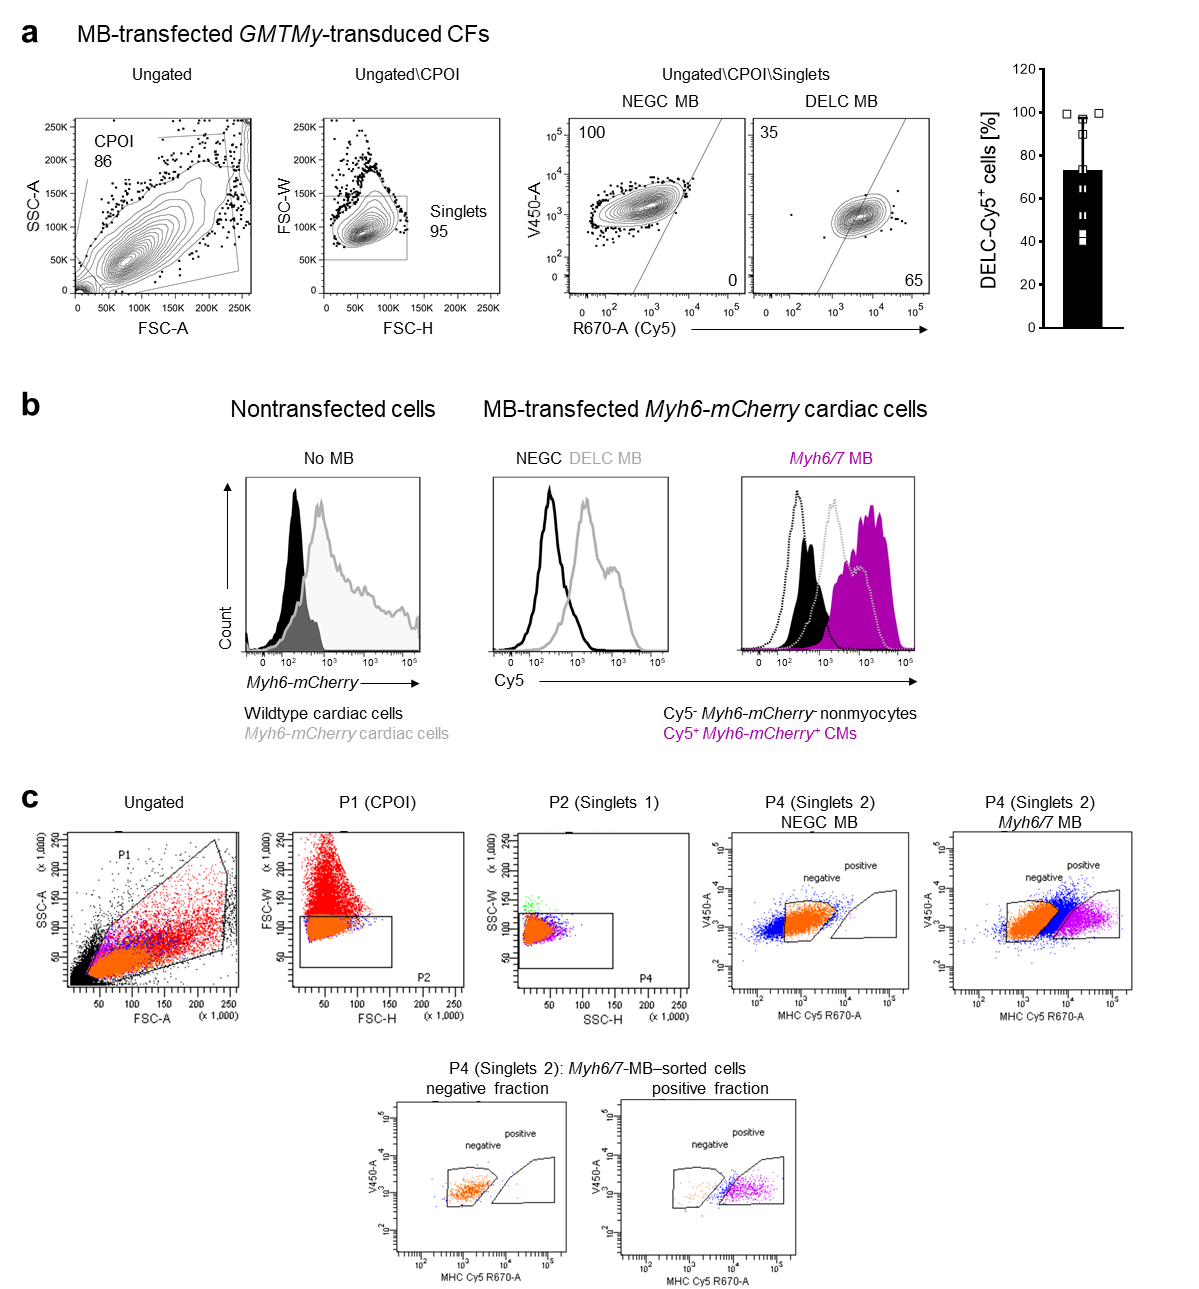
**

## Fig. S5

**Fig. S5** ***Myh6/7* molecular beacons can be efficiently delivered into adherent cells and specifically label CMs.** **a** The *Myh6/7*-beacon–based sorting protocol was established using negative control (NEGC, no sequence match, Cy5-BHQ2 label), delivery control (DELC, nonspecific sequence, Cy5-Cy5 label, no quencher), and *Myh6/7* probes (Cy5-BHQ2 label), which produce Cy5-fluorescence either after probe degradation (negative control), regardless of conformation (delivery control), or after hybridization to *Myh6/7* mRNA (*Myh6/7*). Molecular beacon (MB) transfection efficiency determined by flow cytometry using *GMTMy*-transduced cardiac fibroblasts transfected with negative and delivery control probes amounted to 73.3 ± 24.2 %, respectively. Contour plots (contour level 5 %) show the gating strategy and representative samples. Quantitative data in all gates are given as percentage of the respective parent population. The scatter plot with bar graph presents the proportion of Cy5-positive cells; shown are replicates and mean ± SD (n=9). **b** Assessment of molecular beacon specificity using cardiac cells isolated from wildtype and *Myh6*-*mCherry*–transgenic neonatal mice, transfected with negative control and *Myh6/7* probes and analyzed by flow cytometry. The overlayed histograms show that Cy5 fluorescence overlaps with *mCherry* positivity, demonstrating the specificity of the *Myh6/7* probes for myocytes. **c** Dot plots show gating strategy used for iCMP sorting. P1, population1; CPOI, cell population of interest

**
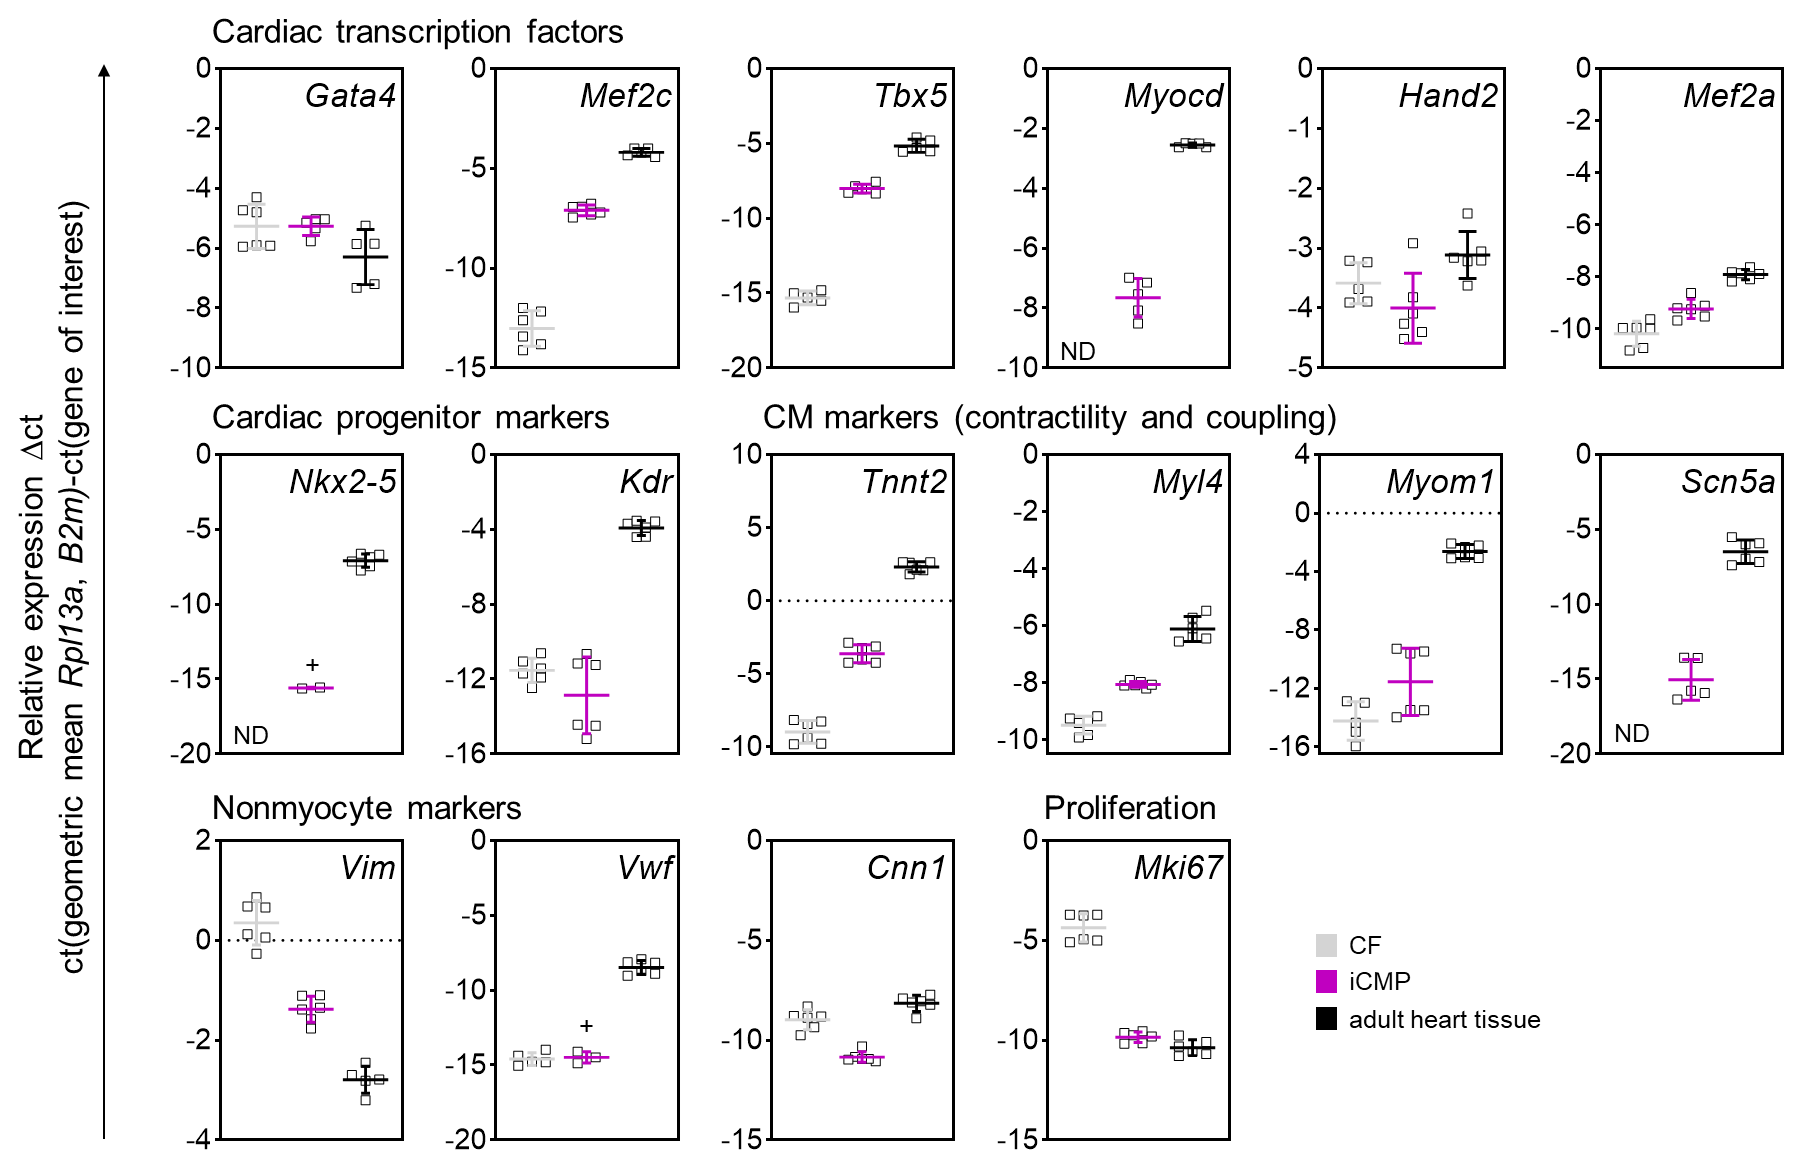
**

## Fig. S6

**Fig. S6** **Gene expression analyses using RNA sequencing and reverse transcription-quantitative PCR reveal similar expression patterns.** Validation of RNA sequencing data for selected genes by reverse transcription-quantitative PCR. Relative gene expression levels of cardiac transcription factors, cardiac progenitor markers, CM markers, nonmyocyte markers, and a proliferation marker are shown for cardiac fibroblasts (CF), purified iCMPs, and adult heart tissue. Gene expression was quantified using the ∆ct-method and was normalized to two references genes (*B2m*, *Rpl13a*). The simultaneous upregulation of progenitor and CM gene expression in iCMPs was confirmed. Nonmyocyte gene expression was not induced in iCMPs compared to fibroblasts. Skeletal muscle marker myogenic differentiation 1 (*Myod1*) was not detectable in any group. Proliferation marker gene expression was markedly reduced but still detectable, supporting the observation of continuous cell proliferation. Scatter plot graphs present replicates and mean ± SD (n=6) (ND, not detected; +, detected in a subset of samples)

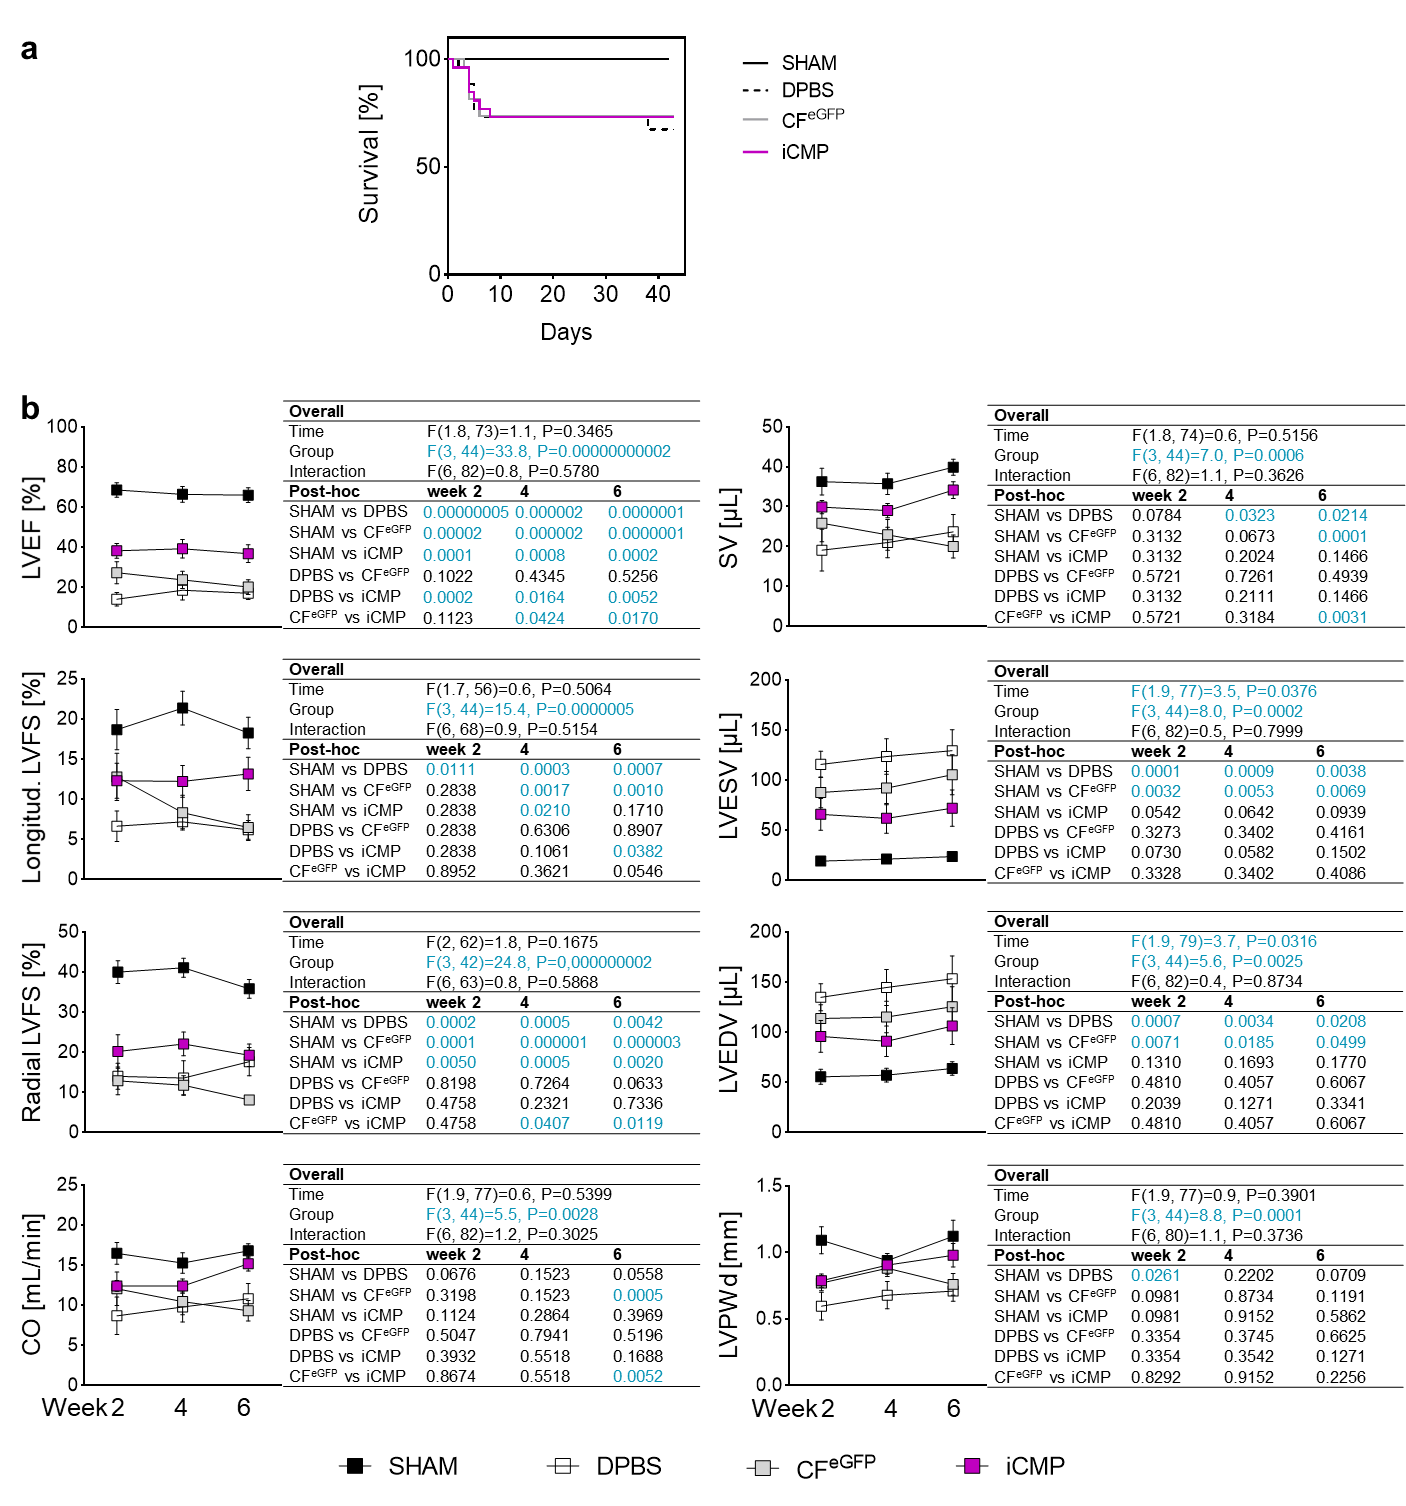

## Fig. S7

**Fig. S7** **iCMP transplantation after myocardial infarction preserves left ventricular performance.** **a** Kaplan-Meier survival analysis (n_SHAM_=10, n_DPBS_=12, n_CFeGFP_=14, n_iCMP_=13 mice). Staircase graph shows that iCMP transplantation is not associated with increased mortality, supporting their safety for therapeutic application. **b** Analysis of cardiac function and geometry by transthoracic echocardiography. Provided are complete sets of longitudinal data and corresponding statistical analysis results for in vivo experiments outlined in Fig. 5. Cardiac pump function is given as LVEF. Heart contractility is given as longitudinal and radial left ventricular fractional shortening (LVFS). Blood volume supplied to the body is given as cardiac output (CO) and stroke volume (SV). Ventricle geometry is given as left ventricular end-systolic volume (LVESV), left ventricular end-diastolic volume (LVEDV), and left ventricular posterior wall thickness at end diastole (LVPWd). Line graphs show mean ± SEM (n_SHAM_=10, n_DPBS_=12, n_CFeGFP_=14, n_iCMP_=13 mice). Data were analyzed using a mixed-effects model and Holm-Sidak's post-hoc tests. Significant results with P<0.05 are shown in cyan

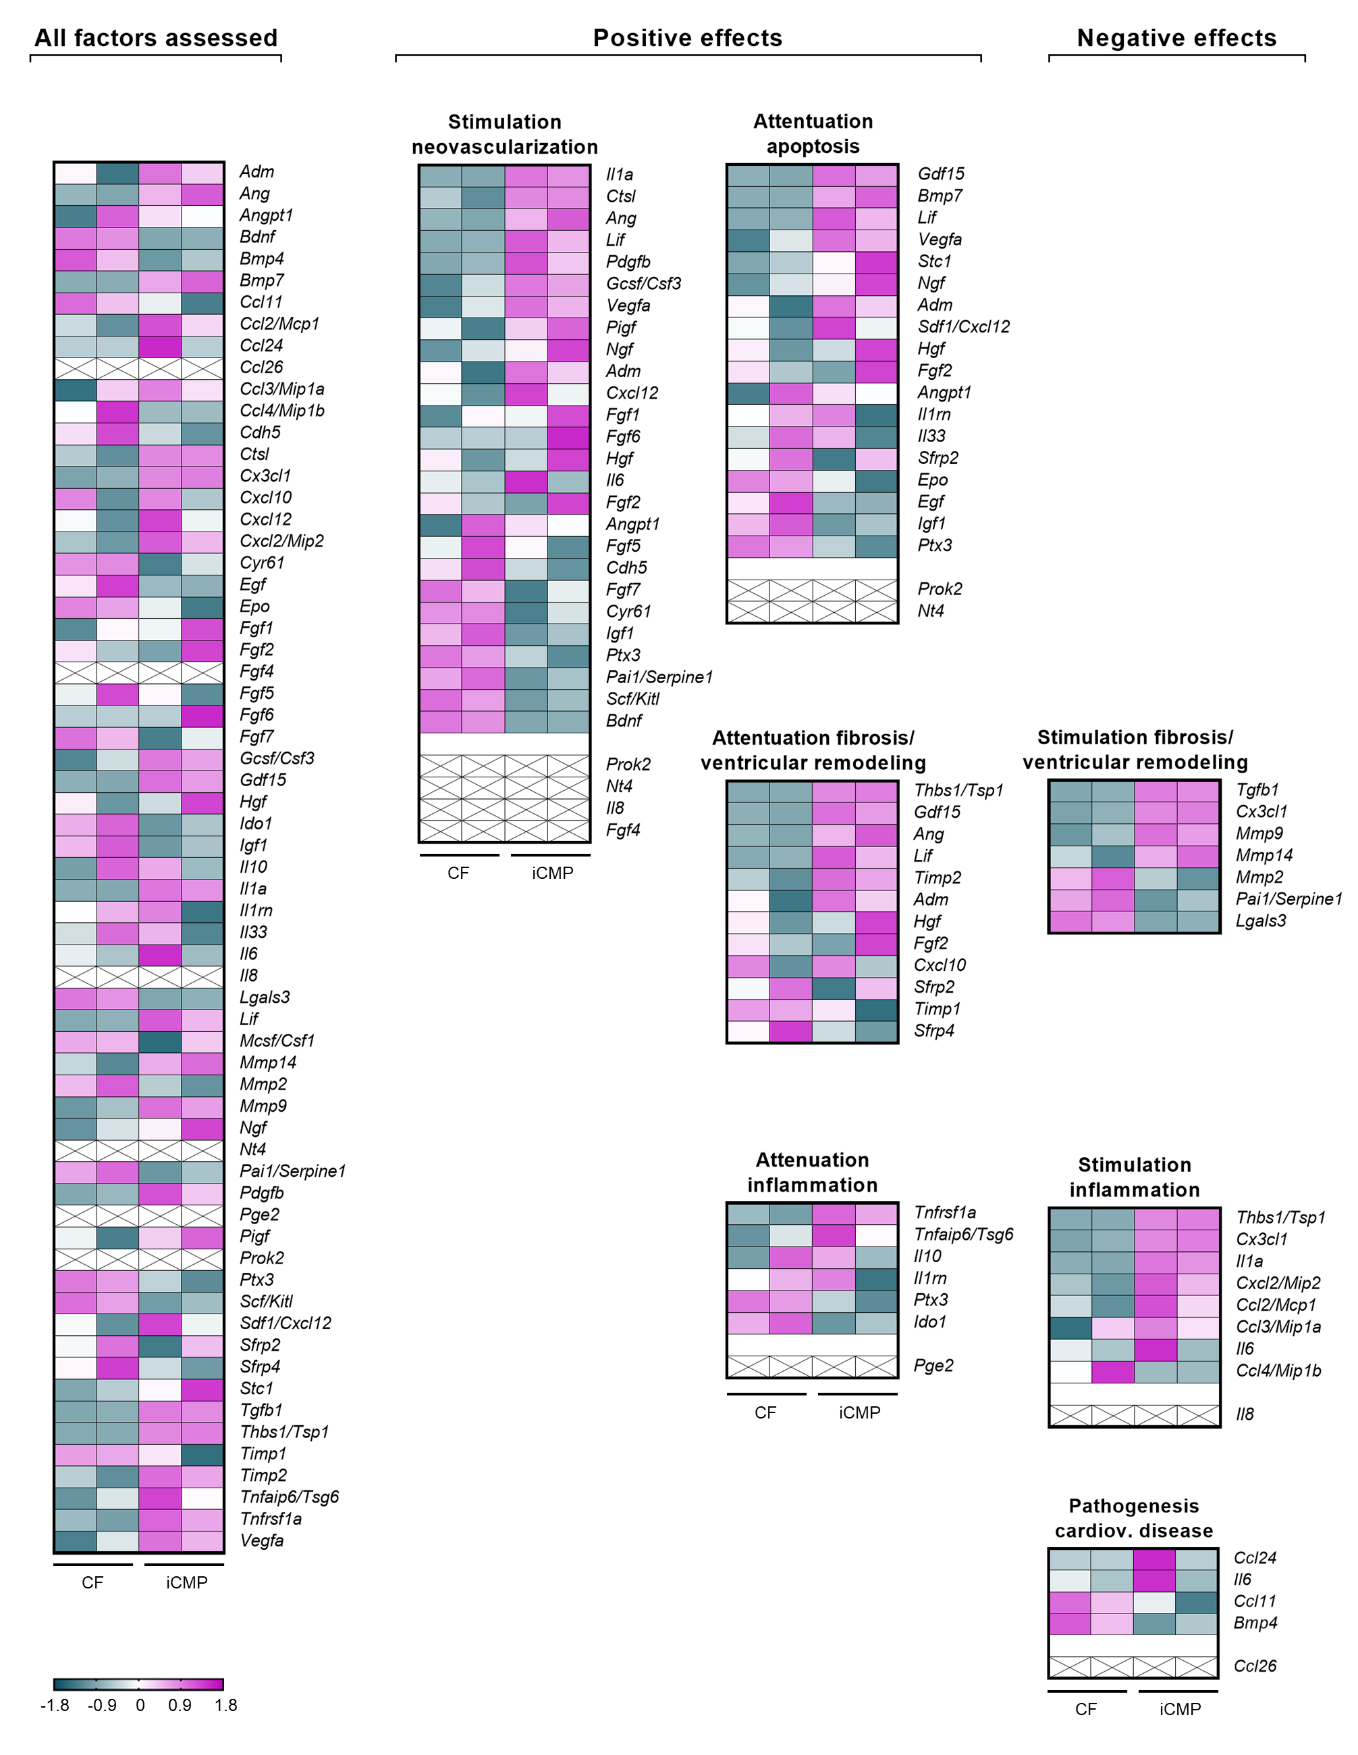

## Fig. S8

**Fig. S8** **Explorative analysis of global transcriptome data for paracrine factors implicated in cardiac repair suggests a cardioprotective secretome for iCMPs.** Gene expression data was generated by RNA sequencing and analyzed for selected genes with a documented positive and/ or negative role in cardiac repair processes, including neovascularization, apoptosis, fibrosis, ventricular remodeling, inflammation, and pathogenesis of cardiovascular disease. Gene selection was based on a comprehensive literature review by Ranganath et. al. [38]. Results are depicted as heatmaps. Heatmap columns represent replicate samples, heatmap rows represent single genes, the Z-score color scale indicates relative gene expression levels for each row (magenta, higher expression, Z-score>0; cyan, lower expression, Z-score<0; cells crossed with an X, gene not detected)

**Table S1 Antibody details**

## Table S1

| Immunogen, conjugate | Host | Company | Catalog no. | Application | Dilution factor |  |
| --- | --- | --- | --- | --- | --- | --- |
| *Primary antibodies (clone)* |  |  |  |  |  |  |
| α-Actinin (EA-53) | Mouse | Sigma-Aldrich | A7811 | IC | 800 |  |
| α-SMA (4A4) | Mouse | Abcam | ab119952 | IC | 200 |  |
| CXCR4 (4G10) | Mouse | Santa Cruz Biotechnology | sc-53534 | IC | 200 |  |
| GATA4 (polyclonal) | Goat | Santa Cruz Biotechnology | sc-1237 | IC | 200 |  |
| GFP (polyclonal) | Chicken | Abcam | ab13970 | IC/IHC; FC | 1,000; 2,000 |  |
| ISL1 (B-1) | Mouse | Santa Cruz Biotechnology | sc-390793 | IC | 200 |  |
| KDR (A-3) | Mouse | Santa Cruz Biotechnology | sc-6251 | IC | 200 |  |
| c-Kit (E-3) | Mouse | Santa Cruz Biotechnology | sc-365504 | IC | 200 |  |
| MEF2C (D80C1) | Rabbit | New England Biolabs | 5030 | IC | 200 |  |
| Myosin (MF-20) | Mouse | Dev. Studies Hybridoma Bank | MF-20 | IC | 200 |  |
| MYOCD (polyclonal) | Goat | Santa Cruz Biotechnology | sc-21561 | IC | 200 |  |
| NKX2-5 (A-3) | Mouse | Santa Cruz Biotechnology | sc-376565 | IC | 200 |  |
| CD31 (polyclonal) | Rabbit | Abcam | ab28364 | IC | 200 |  |
| CD31 (H-3) | Mouse | Santa Cruz Biotechnology | sc-376764 | IHC | 1,600 |  |
| TBX5 (polyclonal) | Goat | Santa Cruz Biotechnology | sc-17866 | IC | 200 |  |
| cTnT (1C11) | Mouse | Abcam | ab8295 | IC/FC | 200 |  |
| cTnI (polyclonal) | Goat | HyTest | 4T21/2 | IHC | 1,000 |  |
| *Secondary antibodies* |  |  |  |  |  |  |
| Chicken, FITC | Donkey | Invitrogen | SA1-72000 | IHC | 250 |  |
| Chicken, Alexa Fluor 488 | Goat | Invitrogen | A11039 | IC | 2,000 |  |
| Goat, Alexa Fluor 647 | Donkey | Invitrogen | A-21447 | IHC | 250 |  |
| Goat, Alexa Fluor 647 | Rabbit | Abcam | AB169347 | IC | 1,000 |  |
| Mouse, Alexa Fluor 555 | Donkey | Invitrogen | A-31570 | IHC | 250 |  |
| Mouse, Alexa Fluor 647 | Goat | New England Biolabs | 4410 | IHC | 1,000 |  |
| Rabbit, Alexa Fluor 647 | Goat | Invitrogen | A-21245 | IC | 1,000 |  |
| Abbreviations: IC, immunocytology; IHC, immunohistology; FC, flow cytometry. | | | | | | |

**Table S2 Reverse transcription-quantitative PCR primer sequences**

## Table S2

| Gene | Forward primer 5' → 3' | Reverse primer 5' → 3' |
| --- | --- | --- |
| *B2m* | TTCTGGTGCTTGTCTCACTGA | CAGTATGTTCGGCTTCCCATTC |
| *Cnn1* | GGCCCAGAAATACGACCATCA | GGTGCCAGTTCTGAGTTGACT |
| *Gata4* | GCCTGTATGTAATGCCTGCG | CATTGCTGGAGTTACCGCTG |
| *Hand2* | TCATGGATCTGCTGGCCAAG | TCTTGTCGTTGCTGCTCACT |
| *Kdr* | GGCGACTATGTTTGCTCTGC | CGCCAATGGTTGTTGTCTGA |
| *Mef2a* | CTAGGACAAGCAGCCCTCAG | GGAGGTGAAATTGGCTCTGACT |
| *Mef2c* | ACGAGGATAATGGATGAGCGT | TGCAATCTCACAGTCGCACA |
| *Mki67* | ACCTGGTCTTAGTTCCGTTGAT | CTTGGTTGGCGTTTCTCCTC |
| *Myl4* | CAAACCCAAGCCTGAAGAGATG | ACCCATGACTGTGCCGTT |
| *Myocd* | AGAATGATGCAGCCTCCCAG | CGGTTCTTACTGTCACCCAAAG |
| *Myod1* | CTGCTCTGATGGCATGATGGAT | CGCTCCACTATGCTGGACAG |
| *Myom1* | GGGCGACACTTACGTTCTCTC | CACCACATCCAAGGGTGCA |
| *Nkx2-5* | CCCAAGTGCTCTCCTGCTTT | CCATCCGTCTCGGCTTTGT |
| *Rpl13a* | TGAAGCCTACCAGAAAGTTTGC | TCCGATAGTGCATCTTGGCC |
| *Scn5a* | GAGATGCTGCTCAAGTGGGT | TCTCGGCAAAGCCTAAGGTG |
| *Tbx5* | ATGAACGTGAACTGTGGCTGA | GGCCAGTCACCTTCACTTTGT |
| *Tnnt2* | CAGAGGAGGCCAACGTAGAAG | CTCCATCGGGGATCTTGGGT |
| *Vim* | GATCAGCTCACCAACGACAAG | GTTCAAGGTCAAGACGTGCC |
| *Vwf* | GTATGGCCCACTACCTCACC | CTGCAACCCTCATTTCCCAC |

**Table S3 Proteins of the secretome (gene ontology term 0005576 “extracellular region”) of iCMPs and CFs as detected by mass spectrometry and their assignment to biological processes and cellular components related to cardiac repair**

## Table S3

Abbreviations: iCMP, induced cardiomyocyte precursor; CF, cardiac fibroblast. Color code: black, expressed in iCMPs and CFs; magenta, expressed exclusively in iCMPs; grey, expressed exclusively in CFs.

How the deposited data were processed for this re-analysis (not part of the article)

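RNA sequencing counts of 6 libraries were used: 2 of neonatal mouse cardiac fibroblasts (CF), 2 of iCMPs sorted after transduction with Gata4, Mef2c, Tbx5 and Myocd, and 2 of adult left ventricle (heart). Conditions and replicate numbers come from the sample labels, checked against the paper; for the factors of the iCMPs the labels give Mef2c a second time where the paper names Myocd, and the paper was followed. The authors demultiplexed single reads with bcl2fastq 2.18, checked them with FastQC 0.11.7, trimmed adapters, aligned them with TopHat2 2.1.0 and Bowtie2 2.2.5 to GRCm38, and deposited raw counts per gene, each the sum of mapped reads within a gene region. The paper does not describe these counts as strand-specific, so reads of overlapping and antisense genes cannot be told apart. The authors also deposited log2 normalized and variance-stabilized log2-scale values of the protein-coding genes, which they made with DESeq2 1.28.1. Both tables were rebuilt from the raw counts to within 1e-06, and the variance-stabilized values were used for principal components, distances and k-means clusters. 

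The raw table holds 46517 genes, of which 21936 are protein-coding and form the deposited normalized table; 3141 of these have no count in any library. Counts were scaled by TMM and filtered by edgeR's filterByExpr with the groups, which left 15341 genes for testing and 6595 without a test. The test was edgeR's quasi-likelihood F-test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) with 1 model of 3 groups over all 6 libraries and no covariate, which leaves 3 residual degrees of freedom. Values in CPM are TMM-scaled, and the standard error of a log2 fold change is approximated as its size divided by the square root of F. A gene is called higher or lower at a Benjamini-Hochberg adjusted p under 0.05; counts of differentially expressed genes use the paper's thresholds, a Bonferroni-corrected p under 0.05 and an absolute log2 fold change of at least 1. Gene lists, 42 in all with 875 members of which 821 were tested, were compared with all other genes by limma's camera with a preset correlation of 0.01, and again with the correlation estimated from the data, adjusted over the lists. With the preset correlation 17 of 42 lists passed for iCMPs against CFs, 30 for iCMPs against heart and 31 for CFs against heart. With the estimated correlation 0 passed in each (4, 9 and 9 at an unadjusted p under 0.05). The lowest adjusted p was 0.348, 0.152 and 0.190. That version rests on the 3 residual degrees of freedom, so a list could hardly pass it after adjustment. For p53 targets in iCMPs against CFs the estimated correlation, -0.00331, lay under the preset 0.01. Their unadjusted camera p still went from 5.90e-04 to 0.0335. A list that missed this version is thus not shown to be unchanged. Principal components used the 1000 most variable genes, and k-means used 6 clusters and 100 starts on scaled values of the differentially expressed genes, as in the paper's methods. 

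The groups, tests, gene lists, alternatives and the rule for named genes were fixed before the data were examined, except where the text says otherwise. Genes named are those the paper names for these data or shows in Fig. 3c, Fig. S8 or Table S2, the 10 largest changes each way between iCMPs and CFs and the 5 largest each way in the other comparisons among called genes with a mean of at least 10 CPM, and the called members of a described list with the 4 largest changes; values in the paper's figures had been seen when this rule was written. Genes named in the text outside this rule were chosen after their values were seen. The alternatives were DESeq2 1.42.0 on all protein-coding genes with a count, median-of-ratios scaling, TMM without mitochondrially encoded genes, no low-count filter, at least 10 counts in every library, all genes of the raw table, a fit of only the 4 libraries compared, the replicate number as a block, leaving out each library in turn, other numbers of genes and clusters, and other thresholds. DESeq2's adjusted p of a gene uses its default independent filtering, and its Bonferroni correction is over all genes with a p-value unless the text says otherwise. 

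The tests were checked on simulated counts for iCMPs against CFs over 15341 genes, with 50 genes changed at each size: edgeR at an adjusted p under 0.05 found 3 at a log2 fold change of 0.5, 34 at 1, 50 at 2 and 50 at 4, and called 5 of 15141 unchanged genes. At the paper's thresholds it found 0, 10, 47 and 50, and k-means returned 99.9% of simulated cluster members to their cluster. Counts of replicates differed by more than counting error, with a chi-square per degree of freedom of 49.5 for CFs, 46.2 for iCMPs and 37.1 for heart; this argues only against 1 library standing in the table under 2 names, and does not show that replicates came from separate cultures or animals, and their log2 CPM correlated across genes at 0.982, 0.987 and 0.988. Depth ranged from 35552168 to 40831845 counts per library, and the level of 3 counts, which a count of 0 allows, covers counting error only. Mass spectrometry, quantitative PCR and animal experiments of the paper were not analysed here, gene ontology terms were not used here, and 1 gene is not reported here.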

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

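The tests of explanations in this part, that of Y-linked counts included, were chosen after the results were seen. Long non-coding RNA genes, which the paper does not analyse, also differed. Of the 1126 tested ones that overlap no protein-coding gene, 262 passed between iCMPs and CFs (150 higher and 112 lower). Among them was H19, an imprinted fetal transcript, with a log2 fold change of 3.50 (standard error 0.22, adjusted p = 2.36e-05). This p is from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Malat1, a nuclear transcript, had a log2 fold change of 1.95 (adjusted p = 0.0102 by the same test). It stood at 64.7 and 227 CPM in CF replicates 1 and 2, and at 485 and 640 CPM in iCMP replicates 1 and 2. The size of its change thus depended on the CF library. Counts of Y-linked genes, which the paper does not discuss, were 2346 and 3143 in heart replicates 1 and 2, 1 and 8 in the CF libraries and 2 and 0 in the iCMP libraries, while Xist had 27 and 25 counts in heart and at least 7319 in each CF and iCMP library. Interferon response genes differed between the CF replicates, with a median log2 difference of -2.90 of CF replicate 2 from CF replicate 1 over 29 genes. The list was not called between iCMPs and CFs (0 higher and 2 lower by edgeR, and 0 and 2 by DESeq2). At an unadjusted p under 0.05, 0 of its genes were higher and 6 lower. As a set it gave a camera adjusted p of 0.408, and 0.939 with an estimated correlation. Its median log2 difference of iCMPs was -1.79 from CF replicate 1 and 1.14 from CF replicate 2. 

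Heart transcripts stood higher in CF replicate 2 than in CF replicate 1, with 15 sarcomere genes of at least 500 CPM in heart and under 0.1% of that in iCMPs at a median 0.0517% of their heart level in replicate 2 against 0.00212% in replicate 1; without the limit on iCMPs 22 genes stood at 0.0605% against 0.00682%. Cardiomyocytes alone as the cause are argued against by the genes of red cells, endothelium and macrophages, 13 of which, chosen alike from 50 CPM in heart, rose in median share by 1.19 times as much as the sarcomere genes (0.840 times at their lower quartile, and 1.05 times in median without the limit on iCMPs). Y-linked counts were 8 in CF replicate 2 and 1 in CF replicate 1, with 2.52 expected at the sarcomere share; a two-sided exact binomial test gave p = 0.0212, which covers counting error only and sets single libraries against each other, so it decides nothing. A trace of RNA or reads from the adult heart tissue cannot be told apart from heart cells of male pups in the culture, which were not tested. The share is small but matters for genes near 0 in CFs: Myl2, the ventricular light chain, had 3.32 ± 4.27 CPM in CFs and 0.357 ± 0.0243 CPM in iCMPs, and its log2 fold change was 0.25 without CF replicate 2.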

How the results depend on the processing

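Settings not planned in advance are limited to DESeq2 with its independent filtering, chosen after the data were seen. Differentially expressed genes between iCMPs and CFs, 454 at the paper's thresholds, numbered 2333 with DESeq2 (2359 with independent filtering), 933 without a low-count filter, 112 from the 4 libraries compared alone, 3633 with Benjamini-Hochberg in place of Bonferroni and 187 with a test against a log2 fold change of 1. Leaving out 1 library gave 58 to 1031 (lowest without heart replicate 2, highest without CF replicate 2). Between iCMPs and heart, 2741 genes became 6050 with DESeq2 (6075 with independent filtering), 5189 from the 4 libraries alone and 8215 with Benjamini-Hochberg, and 656 to 5241 with 1 library left out; between CFs and heart, 3119 became 6474 (6506), 8589 with Benjamini-Hochberg, and 727 to 4584 with 1 library left out. The excess of the CF count over the iCMP count against heart, 378, reversed to -3045 from the 4 libraries alone and ranged from -929 to 1183 with 1 library left out, reversing without CF replicate 1 (-929) and CF replicate 2 (-657); the cause was not tested. Counts at a Benjamini-Hochberg adjusted p under 0.05 without a fold threshold stayed at 4663 to 5852, 9378 to 11343 and 9819 to 11206 with 1 library left out. The replicate number as a block, 1 and 2 in each group, gave 120, 1332 and 1534 genes in these 3 comparisons, an excess of 202 and 4 sarcomere genes lower; nothing states that the numbers pair the samples, and deviations from the group means correlated at -0.262 between CF and iCMP, 0.0711 between CF and heart and 0.0797 between iCMP and heart. 

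Sarcomere genes higher in iCMPs than CFs, 5, were 3 from the 4 libraries alone and 3 to 8 with 1 library left out; those lower, 7, were 11 without a filter, 4 from the 4 libraries alone and 3 to 17 with 1 library left out. The set test of the sarcomere ranged from 1.75e-05 to 0.944 and reversed without CF replicate 2 (0.0464); that of interferon response genes ranged from 1.28e-19 to 0.504 and reversed without CF replicate 1 (2.58e-05). Of the named genes with a call 1 reversed: Myl2 between iCMPs and CFs, at 0.25 without CF replicate 2 (adjusted p = 0.809) and -4.13 to 0.25 over all libraries left out in turn. Genes without a call also changed sign, among them Myh6 (-3.24, and 1.18 without CF replicate 2) and Il6 (0.86, and -0.28 without iCMP replicate 1). Mitosis genes lower were 34 in each such fit, DNA replication 36 to 38, and fibroblast and matrix genes 7 to 10. The first principal component held 83.1% with all genes and 90.0% to 97.0% with 1 library left out, the second 11.2% and 2.20% to 8.03%, and both 94.3% and 98.0% to 99.3%. Distances scale with the genes used: CF to iCMP 34.9 with 500 genes, 145 with all and 17.9 with unit variance (48.0 to 64.5 with 1 library left out), CF to heart 189.9, 331 and 61.9 (217 to 237), and iCMP to heart 185, 313 and 57.4 (214 to 221). On log2 CPM the distances were 58.9 for CF to iCMP, 240 for CF to heart and 229 for iCMP to heart. The median position of iCMPs between CF and heart was 6.47% to 15.3% with 1 library left out. Over 8039 combinations of named gene, comparison and alternative, 7765 kept their side of the threshold, and their direction where called, 150 lost and 123 gained a call; of 583 set tests 544 did, 27 lost the call (17 of them with the estimated correlation) and 10 gained it. Counts of list members moved by over 1.5 times in 189 of 1176 cases, and 30 of 33 assignments of lists to clusters were the same. A scaling moved the median log2 fold change by over 0.1 only with at least 10 counts in every library (-0.10 for iCMPs and -0.13 for CFs against heart) and with all genes of the raw table (-0.11 for both). Leaving out a library leaves a group with 1 sample, which is assumed to vary like the others. Depth limits genes near 3 counts per library, such as Nkx2-5 in CFs and iCMPs.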

Differences from the paper's values

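The tests of this part were planned except DESeq2 with independent filtering, chosen after the values were seen. The paper's count of differentially expressed genes between iCMPs and heart is 6197, and the value here is 2741 at the same thresholds. Of the alternatives set before the data were examined, DESeq2, which the paper's methods name, gave 6050, and values within 1.5 times of the paper's also came from the 4 libraries compared alone (5189), without CF replicate 1 (5225), without CF replicate 2 (5241) and with Benjamini-Hochberg in place of Bonferroni (8215). Median-of-ratios scaling (2680), TMM without mitochondrially encoded genes (2727), no low-count filter (3986), at least 10 counts in every library (2543), all genes of the raw table (3195), the replicate block (1332), the test against a log2 fold change of 1 (1859), and leaving out iCMP replicate 1 (1511), iCMP replicate 2 (1468), heart replicate 1 (656) or heart replicate 2 (694) did not. The paper's count between CFs and heart is 6628, and the value here is 3119. DESeq2 gave 6474, and no low-count filter (4433), leaving out CF replicate 2 (4584) and Benjamini-Hochberg (8589) also came within 1.5 times. Median-of-ratios scaling (3048), TMM without mitochondrially encoded genes (3100), at least 10 counts (2894), all genes (3622), the 4 libraries alone (2144), the block (1534), the test against a log2 fold change of 1 (2129), and leaving out CF replicate 1 (4296), iCMP replicate 1 (2694), iCMP replicate 2 (2581), heart replicate 1 (727) or heart replicate 2 (749) did not. DESeq2 with independent filtering, chosen after the values were seen, gave 6075 and 6506; the paper's own list of genes was not used here, so how many of its genes this drops is not known. 

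The paper names Hand2 among induced genes; here its log2 fold change between iCMPs and CFs was 0.39 (standard error 0.20, adjusted p = 0.146) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and it passed under none of the alternatives run, while Tbx20, Igf2, Vegfa and Wnt11 of the same statement passed. The paper names Col3a1 among reduced genes; here its adjusted p was 0.0502 with a log2 fold change of -0.46, and it passed with DESeq2 (0.00175), at least 10 counts in every library (0.0458), the 4 libraries alone (0.0293), and the replicate block (0.0293), while S100a4, Vim, Mki67 and Mcm2 of the same statement passed. The legend of Fig. S6 states that progenitor genes were upregulated in iCMPs; in the sequencing data Kdr was lower in iCMPs than in CFs (log2 fold change -1.71, adjusted p = 0.00452), while of 18 tested genes of Table S2 9 were higher and 3 lower, and of 9 progenitor markers of a separate list 2 were higher and 4 lower. The paper states that genes of cardiac muscle contraction were upregulated in iCMPs; of 32 sarcomere genes 5 were higher, 7 lower and 20 did not pass, with Tnnt2, Mybpc3 and Myl4 among the higher ones, and of 21 CM markers of Fig. 3c 8 were higher, 2 lower and 11 did not pass (4 lower without CF replicate 1 and 1 without iCMP replicate 1). Over the 32 sarcomere genes, the median log2 difference of iCMPs was 0.88 from CF replicate 1 and -0.98 from CF replicate 2. As a set they gave a camera adjusted p of 0.660, and 0.962 with an estimated correlation. With iCMP replicate 1 or 2 left out 3 were higher and 3 lower, 3 were higher without heart replicate 1, and 3 higher and 4 lower without heart replicate 2. The paper states that CFs and iCMPs express paracrine factors with little overlap; of 53 tested factors 18 were higher in iCMPs, 10 lower and 25 did not pass.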

Other observations

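All tests of explanations in this part were chosen after the results were seen, while the gene lists were fixed in advance. Stress response genes rose in iCMPs over CFs. Of 24 immediate early and heat shock genes, 21 were higher, none lower and 3 did not pass (22 higher when adjusted over the list alone), with a median log2 fold change of 1.74 (camera adjusted p = 9.26e-15; adjusted p = 0.348 with an estimated correlation): Jun, an AP-1 subunit whose exons overlap another gene, rose from 58.3 ± 9.51 to 586 ± 22.1 CPM (SD, n = 2 each) and its partner Fos from 132 ± 67.0 to 1048 ± 202 CPM. Of 20 genes of the unfolded protein response 12 were higher and none lower (camera adjusted p = 2.79e-05; adjusted p = 0.348 with an estimated correlation), with Hspa5, the chaperone of the endoplasmic reticulum, at a log2 fold change of 2.16 (adjusted p = 1.48e-04 from edgeR). Of 33 lysosomal genes 24 were higher and none lower (25 higher when adjusted over the list alone; camera adjusted p = 1.46e-06; adjusted p = 0.704 with an estimated correlation), with Gaa, acid alpha-glucosidase, rising by 1.44, and of 19 p53 targets 9 were higher and 2 lower (camera adjusted p = 0.00251; adjusted p = 0.348 with an estimated correlation), with Cdkn1a, the cell cycle inhibitor p21, rising by 1.53 on the log2 scale. Of 24 cholesterol synthesis genes 9 were higher and 1 lower (12 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.0308; adjusted p = 0.781 with an estimated correlation). Without CF replicate 2, 14 lysosomal genes and 4 of cholesterol synthesis were higher (camera adjusted p = 0.162 for the latter), and without iCMP replicate 1 4 of cholesterol synthesis were higher and 0 lower (0.0691). 

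Clu, the extracellular chaperone clusterin, rose from 241 ± 79.0 to 9378 ± 23.8 CPM, and Serpina3n, a serine protease inhibitor, to 524 ± 188 CPM. Of 12 epicardial and mesothelial genes 7 were lower and none higher (8 lower when adjusted over the list alone; camera adjusted p = 0.0103; adjusted p = 0.640 with an estimated correlation), with Krt19, an epithelial keratin, at a log2 fold change of -4.26; 4 were lower without CF replicate 1, iCMP replicate 1 or iCMP replicate 2. Of 26 genes of fatty acid oxidation 9 were higher and 1 lower, also when adjusted over the list alone, with 3 lower without CF replicate 1, heart replicate 1 or heart replicate 2 and 0 lower without iCMP replicate 2. Table S3 assigns a part of the secreted proteins to processes, and only those were used here. The 9 of them given for CF medium only had 5 transcripts higher in iCMPs and none lower (6 higher and 2 lower when adjusted over the list alone; camera adjusted p = 1.74e-06; adjusted p = 0.348 with an estimated correlation), and of 33 tested transcripts of the 34 given for iCMP medium only 6 were higher and 15 lower (7 and 15 when adjusted over the list alone; camera adjusted p = 0.0243; adjusted p = 0.839 with an estimated correlation); the medium was collected under ischemic conditions and the RNA was not. Without CF replicate 2 or iCMP replicate 1, 1 transcript of the CF proteins was lower and 3 of the iCMP proteins were higher, and the set test of the latter gave 0.0982 without CF replicate 1, 0.0563 without iCMP replicate 2, 0.0813 without heart replicate 1, 0.0812 without heart replicate 2, 0.0505 with at least 10 counts in every library and 0.106 with the replicate number as a block. 

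Scaling by a few abundant genes would move all genes alike, which is argued against by the immediate early and heat shock genes lying a median 1.74 above all other tested genes on the log2 scale (1.40 at their lower quartile), a distance that no scaling factor changes. Handling of the iCMPs at transfection, sorting and harvest cannot be told apart from reprogramming, since no library of untransduced cells taken through these steps was analysed here; the CF replicates differed in this list by a median of 0.555. A response to the transduced factors stays open and was not tested. 

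Myh6, the transcript targeted by the sorting beacons together with Myh7, stood at 0.628 CPM in sorted iCMPs. Failure to count its reads is excluded by 24526 CPM in heart. A mixture of fibroblasts and a few cardiomyocytes like those of the adult heart stays open. Tnnt2 stood at 2.15% of its heart level in iCMPs, a ratio of 68.1 to a median of 0.0315%. That median covers 21 other sarcomere genes of at least 500 CPM in heart. Among all these genes the highest share was 2.99% and 3.89% in iCMP replicates 1 and 2. Tnnt2 is 1 gene, picked after its value was seen, so it decides nothing about such a mixture. Whether beacon signal in these cells came from transcripts lost between sorting and harvest, from other targets or from unspecific fluorescence was not tested.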
